# Individual variation in preference behavior in sailfin fish refines the neurotranscriptomic pathway for mate preference

**DOI:** 10.1002/ece3.10323

**Published:** 2023-07-23

**Authors:** Rebecca L. Young, Sarah M. Price, Molly Schumer, Silu Wang, Molly E. Cummings

**Keywords:** brain, mate choice, preference behavior, social affiliation, social context, transcriptome

## Abstract

Social interactions can drive distinct gene expression profiles which may vary by social context. Here we use female sailfin molly fish (*Poecilia latipinna*) to identify genomic profiles associated with preference behavior in distinct social contexts: male interactions (mate choice) versus female interactions (shoaling partner preference). We measured the behavior of 15 females interacting in a non‐contact environment with either two males or two females for 30 min followed by whole‐brain transcriptomic profiling by RNA sequencing. We profiled females that exhibited high levels of social affiliation and great variation in preference behavior to identify an order of magnitude more differentially expressed genes associated with behavioral variation than by differences in social context. Using a linear model (limma), we took advantage of the individual variation in preference behavior to identify unique gene sets that exhibited distinct correlational patterns of expression with preference behavior in each social context. By combining limma and weighted gene co‐expression network analyses (WGCNA) approaches we identified a refined set of 401 genes robustly associated with mate preference that is independent of shoaling partner preference or general social affiliation. While our refined gene set confirmed neural plasticity pathways involvement in moderating female preference behavior, we also identified a significant proportion of discovered that our preference‐associated genes were enriched for ‘immune system’ gene ontology categories. We hypothesize that the association between mate preference and transcriptomic immune function is driven by the less well‐known role of these genes in neural plasticity which is likely involved in higher‐order learning and processing during mate choice decisions.

## 1 INTRODUCTION

Social behavior often mediates survival within populations as well as gene flow and reproductive isolation among populations. Thus, social behavior is crucial for ecological and evolutionary processes in natural populations; yet we are only just beginning to understand the underlying molecular mechanisms. Making decisions about whom to mate with is one of the most important social behaviors influencing fitness (Rosenthal, 2017; Rosenthal & Ryan, 2022), and it is one that we know relatively little about in terms of neurogenomic pathways (Cummings, 2015; DeAngelis & Hofmann, 2020; Ryan, 2021). The neural circuitry of mate choice is beginning to be well‐defined in a diversity of taxa as diverse as *Drosophila* (Clowney et al., 2015), rodents (Kavaliers & Choleris, 2017; Lenschow et al., 2022), and fish (Wong et al., 2012; Wong & Cummings, 2014; Yokoi et al., 2020). Yet, identifying the complex genomic pathways underlying these decisions is comparatively more coarse‐grained.

Research into the neurogenomics of female mate preference behavior has made great strides in identifying differentially expressed gene networks associated with females experiencing a mate choice event versus those experiencing a non‐mating context (Bloch et al., 2018, 2021; Cummings et al., 2008; McGraw et al., 2004), exposed to heterospecific versus conspecifics (Cui et al., 2017; Delclos et al., 2020), or selected for fast versus slow mating decisions (Mackay et al., 2005). These studies have used group‐level differences to identify candidate gene pathways that are engaged during a mate discrimination event such as those involving sensory processing (Bloch et al., 2018; Cui et al., 2017; Mackay et al., 2005) and neuroplasticity (Cummings et al., 2008; Delclos et al., 2020). Some of these candidate genes have been subsequently explored via manipulation (Ramsey et al., 2014; Wang et al., 2014) or examined for covariation with individual mate preference behavior (Lynch et al., 2012; Wang et al., 2014; Wong et al., 2012; Wong & Cummings, 2014). However, what is currently lacking in the field is an examination of neurogenomic networks that co‐vary with female mate preference at finer‐grained behavioral resolution (i.e., individual‐level) as well as differentiating mate preference pathways from other forms of social preference.

Here, we move beyond characterizing group‐level variation in brain gene expression to examine transcriptomic profiles underlying individual variation in preference behavior. Our main objective is to determine if the brain genomic response for female mate preference is distinct from non‐mating social preference and whether it is differentiable from a more general social response (e.g., social affiliation). To elucidate the genes that are discretely expressed in mate choice, we evaluated brain gene expression patterns from female sailfin mollies (*Poecilia latipinna*, Lesueur, 1821; Figure 1a) that were making two different social preference decisions (mate preference or shoaling partner preference). We take advantage of the inter‐individual variation in female *P. latipinna* social behaviors to test the hypothesis that there are distinct neuro‐transcriptomic signatures underlying mate preference that differ from those involved in shoaling partner preference. We compare the brain transcriptomes from female subjects that varied greatly in social preferences (for either a mate and shoal partner) but not in time spent being social and then used a combination of approaches to dissect out the subset of genes that co‐vary with mate preference behavior distinct from other behaviors and preference in other contexts.

**FIGURE 1:**
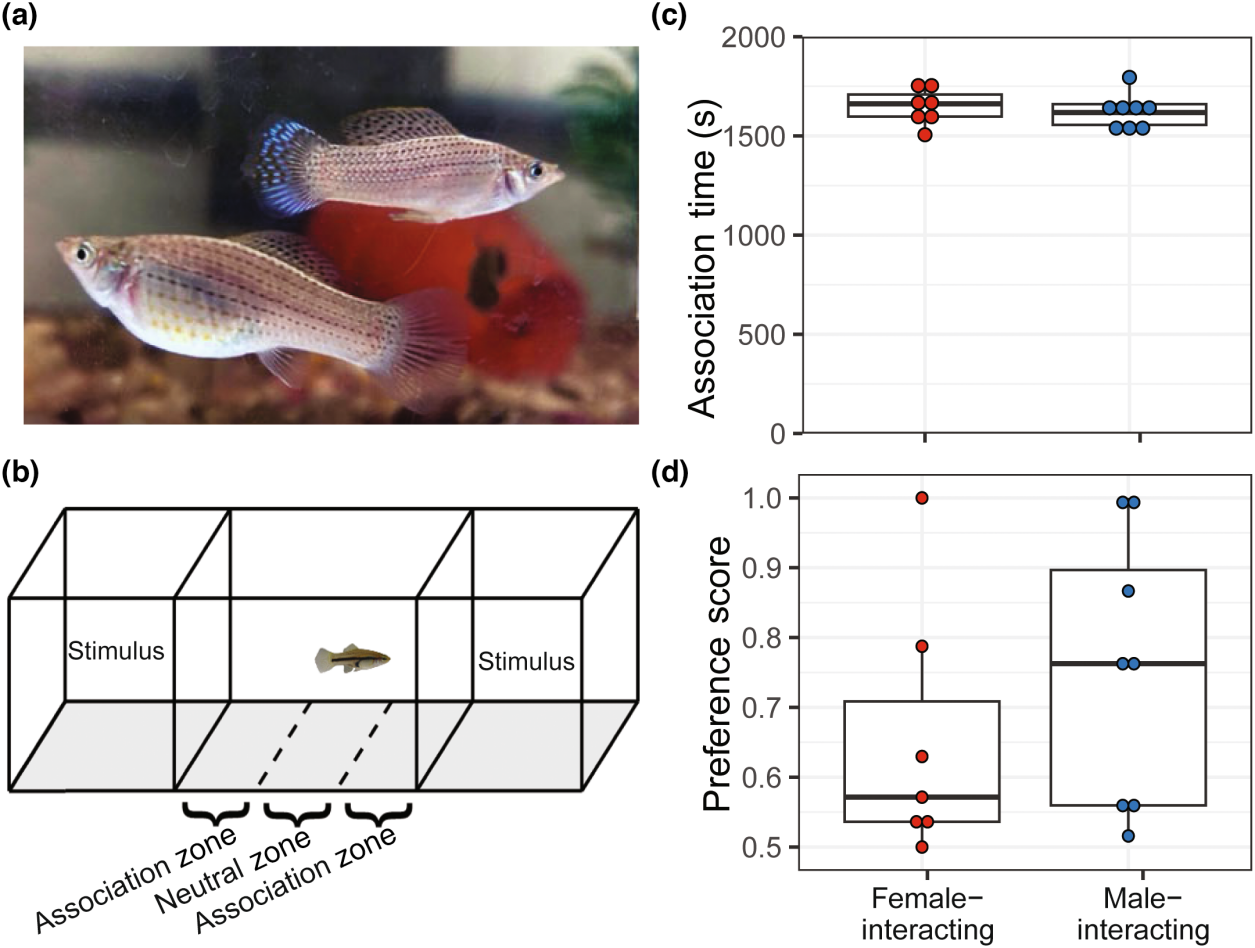
A female (large individual on the left) and male (small individual on the right) sailfin molly (*Poecilia latipinna*) in semi‐natural habitat (a). Schematic of the experimental setup (b) and individual and context‐dependent variation in social affiliation and preference behavior of focal females (c and d, respectively). Social affiliation was quantified as the total time (s) females spent in both association zones (24 cm in front of each stimuli compartment). Preference scores were defined as the proportion of stimulus‐directed movements towards one stimulus fish relative to the total number of stimulus‐directed movements towards both stimuli. While all animals included in the study exhibited high levels of social affiliation, affiliation did not differ between the female‐interaction context and male‐interaction context (c). Similarly, preference of focal females did not differ between the female‐ and male‐interacting contexts (d). Photo credit: Callen Inman.

As behavior represents one of the most challenging phenotypes for neurogenomics studies (Fischer et al., 2021), we note that our approach advances the field in three ways. Firstly, this study represents the first attempt to identify transcriptomic covariation patterns with individual‐level variation in preference behavior. It is the differences in individual variation in behavior coupled with variation in neurogenomics that will elucidate more granular insight into the complex interaction between brain gene expression and behavioral response. Secondly, our individual‐level behavioral approach allows us to differentiate non‐target behaviors (e.g., social affiliation) from the behavior of interest (preference). Most group‐level approaches to behavioral genomics cannot segregate the contribution of the multitude of behaviors across individuals within a group to the aggregate brain genomic response. However, our individual‐level approach enables us to identify genes associated with preference behavior (i.e., behaviors biased towards one of two social options) from those associated with general social affiliation (i.e., time spent near conspecifics). Thirdly, by examining individual‐level preference variation in two different social contexts (mate choice and shoaling), we are incorporating both a non‐mating social control but also a behavioral control. We use size dimorphic stimuli in both our male‐interacting and female‐interacting contexts to elicit variation in preference behavior across social contexts. Preference for larger mating and shoaling partners is common across poeciliid fish (Agrillo et al., 2006; Dadda et al., 2005; Gabor, 1999; Marler & Ryan, 1997; Ptacek & Travis, 1997; Ryan & Wagner, 1987; Wong et al., 2011). By comparing neurogenomics across these two contexts, we can distinguish the gene pathways for mate preference from those involved in modulating shoaling partner preferences. Hence, this study represents the first attempt to identify gene sets that co‐vary with individual‐level variation in female mate preference behavior that is distinct from other forms of social preference. In total, these approaches provide a more fine‐grained lens to examine the underlying mechanisms regulating one of our most complex social decisions—mate choice.

## 2 MATERIALS AND METHODS

### 2.1 Behavioral trials and tissue collection

Sixteen adult female *P. latipinna* (Figure 1a) fish were collected from an on‐campus pond at the University of Texas, Austin during the breeding season from May to September 2012. All female subjects were >30 mm standard length (SL), had a visible brood patch (indicating they reach reproductively mature), and were therefore likely to represent adult females that had obtained significant experience (e.g., multiple months) under natural social environments with males. All animal collection, care, and experimental procedures were approved by the University of Texas at Austin IACUC (AUP‐2010‐00148, AUP‐2013‐00156).

We followed behavioral protocols from an earlier neurogenomics study (Cummings et al., 2008) with a northern swordtail (*Xiphophorus nigrensis*) that is also a member of the Poeciliidae family. Specifically, we took sexually experienced *P. latipinna* females from a semi‐natural environment, socially isolated them for 2 weeks to ensure sexual receptivity, subjected them to short‐term (30 min) non‐contact dichotomous choice assays, followed by immediate decapitation and brain removal for transcriptomic analyses. As in Cummings et al. (2008), we selected female subjects that exhibited high levels of social affiliation behavior (spending a minimum of 25 min in the association zones [see Figure 1b,c] along with a broad range of mate preference behavior [Figure 1d]) to maximize our ability to identify genes underlying individual variation in preference behavior while minimizing potential confounds (e.g., variation in social motivation). However, unlike the seminal swordtail study, we differed in the original protocols by (a) conducting individual‐level RNAseq analyses (rather than pooling brains within a treatment), (b) comparing only two social choice treatment groups (mate preference with male stimuli to female shoaling partner with female stimuli) without a non‐social control, and (c) having subject females make preference decisions based on stimuli size differences in both treatments. We specifically did not include a ‘non‐social assay’ as our initial swordtail study suggested females in this group exhibited significant behavioral (e.g., hyper‐activity) and neurogenomic stress responses. However, our shoaling partner (female‐interaction) treatment serves both as a non‐sexual social control, as well as a behavioral control. We specifically included size differences in both the male‐interaction and female‐interaction treatment groups to enable our ability to differentiate shoaling partner preference from mate preference using the same phenotypic axis. Female preferences for larger males as well as larger shoaling partner has been demonstrated across the poecilid family (Ryan & Wagner, 1987; Wong et al., 2011) and in sailfin mollies, in particular (Gabor, 1999; Ptacek & Travis, 1997). By having focal females make preference decisions along the same phenotypic axis (body size) but in different contexts (mating partner vs. shoaling partner) allows us to identify suites of genes underlying social preference responses associated with specific contexts.

In brief, our behavioral protocol involved randomly assigning subject females to either a female‐interaction (Ff) or male‐interaction (Mm) treatment group in which focal females would participate in a dichotomous choice assay to evaluate preference for either a shoaling or mating partner, respectively. Focal females in both treatment groups were similar in size ranging from 30.3 to 53.1 mm SL in the Ff group, and 32.3 to 51.4 mm SL in the Mm group, with no statistical difference in size between the treatment groups ((Mm): *n*_Mm_ = 8, Median (IQR) = 42.55 mm (11.30 mm) and (Ff): *n*_Ff_ = 7, Mdn (IQR) = 43.90 mm (11.15 mm); Mann–Whitney *U* (MWU), *U* = 29.5, *p* = .91; Young et al., 2023b: Table S1). After 2 weeks of social isolation, individual focal females were placed in the dichotomous choice experimental tank (see Figure 1b) consisting of five 24 cm × 30 cm zones: two end‐zones (occupied by stimulus fish) compartmentalized using Plexiglas dividers, two association zones (adjacent to the end‐zones), and a central neutral zone (between the two association zones that included a plant for cover). Prior to the introduction of the focal females, the pair of stimulus fish (a large and small male in Mm; or a large and small female in Ff) were acclimatized for 15 min in their respective end‐zones. The live stimuli differed in size in both treatments. Mm treatment stimuli paired a large male (54.6 mm SL) employing a courtship mating tactic with a small male (31.1 mm SL) employing a coercive mating tactic. Ff treatment stimuli paired a large 56.5 mm SL female with a small 40.3 mm SL female. Both the large male and female stimulus fish were larger than any of the focal fish (Young et al., 2023b: Table S1). Two focal females from the female‐interacting context were smaller (30.3 and 34.5 mm) than the small stimulus females (40.3 mm). The small stimulus male was smaller than all of the focal females tested in the male interaction context (Young et al., 2023b: Table S1). While repeat use of stimuli for behavioral experiments has its drawbacks for some experiments (e.g., pseudoreplicaton), it was of minimal concern here as we were using these stimuli to elicit a previously documented poecilid size preference (e.g., as in studies that use animated stimuli, see Reding & Cummings, 2017). As our objective was to finely characterize preference responses in the brain (not identify the traits females prefer), the specific attributes of the stimuli were less important than the range of preference responses they evoked in the subjects.

Each focal female was acclimatized in an opaque cylinder for 5 min in the central neutral zone before being released. Following release from habituation, focal females were observed for 15 min and position and behavior in the tank were recorded. After the first 15 min of observations, focal females were brought back to the neutral area and placed in the opaque habituation cylinder while the stimulus fish were switched to opposite sides to ensure that our preference measures were directed at a specific fish rather than a location preference in our experimental tank. Following the stimulus switch, focal females were observed for an additional 15 min. Immediately following the 30‐min behavioral trial, focal females were immediately decapitated, whole brains were removed and individually immersed in RNAlater solution (Applied Biosystems) at 4°C with gentle shaking for 24 h, then stored at −80°C (without RNAlater) for subsequent RNA profiling.

For all trials, we recorded social affiliation (time spent in both association zones, see Figure 1b), as well as preference behavior (biased behavioral movements directed towards one stimulus over the other). To characterize an ‘active’ preference for mating (in Mm) or shoaling (in Ff) partner, we recorded all movements directed at the stimulus fish: the frequency of up‐down movements (moving vertically along the Plexiglas dividers), back‐forth movements (moving horizontally along the Plexiglas dividers) and a glide‐like movement, i.e., a receptivity behavior as described in *X. nigrensis* (Cummings et al., 2008). We calculated a ‘preference score’ as the proportion of stimulus‐directed movements towards stimulus *a* relative to the total stimulus‐directed movements towards both stimuli, where stimulus‐directed movement towards stimulus *a* is greater than stimulus‐directed movement towards stimulus *b*. Therefore, our preference score varies from 50% (no preference or bias) to 100% (all movements directed toward one of the two stimuli in the tank).

### 2.2 Behavioral statistics

Statistical differences between the female‐interaction (Ff) and male‐interaction (Mm) social treatment for behaviors were assessed using the Mann–Whitney *U* (MWU) for non‐parametric distributions (Wilcox. test). Size preference (i.e., preference for the large stimulus vs. preference for the small stimulus) was evaluated using the binomial sign test (binom.test). To test the relationship between preference score and total affiliation time, we performed Pearson's correlation (cor.test). Behavioral statistics were performed using base R (version 3.6.1).

### 2.3 RNA extraction and library preparation

Total RNA was extracted from whole brain tissue using the Qiagen RNeasy kit following the manufacturer's instructions and quantified and assessed for purity on a Nanodrop 1000 (Thermo Scientific). Libraries for sequencing were prepared using Illumina's TruSeq mRNA Sample Prep Kit with minor modifications. Briefly, 1–4 μg of total RNA was used as input; mRNA was separated from total RNA using bead purification. After cDNA synthesis and chemical fragmentation, unique indices were ligated to each sample to allow for multiplexing. Libraries were amplified for 18 cycles and size distribution was verified using on the Bioanalyzer 2100 (Agilent) and single‐end sequenced on two lanes at the Lewis‐Sigler Institute for Integrative Genomics.

Libraries were demultiplexed using a custom python script. Raw 101 bp reads were trimmed to remove low‐quality base pairs (Phred quality score <20), reads with few contiguous high‐quality base pairs (fewer than 30 bp) using a python script (http://genomics‐pubs.princeton.edu/prv/resources/scripts/TQSfastq.py), and adapter sequences using the program cutadapt (https://cutadapt.readthedocs.io/en/stable/). To evaluate the quality of the trimmed reads, we ran FastQC (Andrew, 2010) using TACC (Texas Advanced Computing, The University of Texas at Austin).

### 2.4 RNA sequencing read quality evaluation, alignment, and quantification

After assessing the quality of the trimmed reads (using FastQC version 0.11.5), trimmed reads were pseudoaligned with Kallisto (version 0.43.0) using the single‐end reads option with a length of 100 bp (‐l 100), standard deviation of 20 (‐s 20). Transcripts were mapped to cDNA from two species retrieved from the Ensembl Genome Brower (Zerbino et al., 2018), the Japanese medaka HdrRr (assembly GCA_002234675.1, retrieved January 2019) and the Sailfin molly *Poecilia latipinna* (assembly GCA_001443285.1, retrieved January 2019). Ensembl transcript IDs, transcript counts, and transcripts per million (TPM) for all fish were consolidated into a counts file and a TPM file, respectively. Ensembl transcript IDs were converted to gene IDs (using biomaRt, Durinck et al., 2005, 2009). Because genes can have multiple transcripts, counts of transcripts from the same gene were summed (subsequently called ‘gene counts’). The use of the medaka reference resulted in fewer mapped transcripts and subsequently removed from further analysis. Sailfin‐mapped genes with more than two TPM in three or more individuals were retained. We used these remaining sailfin‐mapped genes (a total of 18,340 genes) for all subsequent analyses. Unless otherwise specified, all analyses were performed in R.

### 2.5 Gene expression patterns and association with social context and preference behavior

To identify genes associated with our behavioral measures (preference score or social affiliation), we used a linear model‐based approach (*limma*). We used *limma* (R package) (Ritchie et al., 2015) to identify distinct sets of genes: (i) genes that were differentially expressed (DEGs) between social contexts (male‐interaction and female‐interaction), (ii) DEGs that were correlated with preference behavior in each context (along with the specific direction of those correlations), and (iii) DEGs that were correlated with social affiliation in each context. Importantly, we compared the two behaviorally‐associated gene sets to distinguish genes associated with preference from those associated with a more general social response (e.g., social affiliation). Voom‐transformed gene counts were used as the input for *limma*. Briefly, voom performs log_2_‐transformation on the gene counts and uses a mean–variance relationship to produce a precision weight for each gene (Law et al., 2014). We used the *limma* approach to identify genes that have a slope significantly different from 0 and identified the specific direction of the correlation to determine genes that were positively correlated in both contexts or negatively correlated in both contexts (e.g., concordant expression) as well as those showing different correlation patterns across contexts (e.g., discordant expression). Raw *p*‐values are adjusted for multiple hypothesis testing using empirical false discovery rate (eFDR) (Storey & Tibshirani, 2003; after Lee et al., 2022). eFDR is a permutation‐based approach. Each iteration (*n* = 1000 iterations), treatment assignment (male or female choice context), and behavioral scores (preference and social affiliation) are randomly shuffled across the samples and limma‐based differential expression analyses and expression‐behavior association tests are performed on the randomized data to obtain a null distribution of *t*‐statistics to estimate empirical false discovery rate (*q*‐value) for each gene. Genes differing between contexts at an unadjusted *p*‐value < .05 and an eFDR *q*‐value < 0.05 were considered differentially expressed or associated with our focal behaviors for all downstream analyses.

To identify genes differentially expressed between the social contexts, we analyzed the difference in expression between the contexts (female‐interaction social context and the male‐interaction social context) using the model: ~0 + Context. To identify the genes associated with preference in each of the social contexts, we used the *limma* model: ~ 0 + Context + Context:Preference. We separated these results to identify ‘mate preference’ genes, i.e., those that correlated with preference in the male‐interaction context but exhibited no correlation or discordant correlations in the female‐interaction context. We identified ‘shoaling partner preference’ genes as genes uniquely correlated with preference in the female‐interaction social context but exhibiting no correlation with preference behavior in the male‐interaction treatment. To determine if any of these correlated ‘preference’ gene sets were distinct from those associated with social affiliation, we identified genes that are associated with social affiliation in the male‐interaction context with the *limma* model: ~ 0 + Context + Context:Social Affiliation and then examined gene list for overlap and directional concordance of the correlation with preference and social affiliation with males.

### 2.6 Gene co‐expression patterns and association with social context and preference behavior

To capture genes with coordinated expression variation across individuals, we performed a Weighted Gene Co‐expression Network Analysis (WGCNA) (Langfelder & Horvath, 2008). Voom‐transformed gene counts were also used as input for WGCNA. Using 9 as the soft‐thresholding power, genes were grouped based on their sign (i.e., positively correlated genes are grouped separately from negatively correlated genes; Langfelder & Horvath, 2008). Networks were constructed by grouping all 18,340 genes into a single block, merging correlated modules (correlation height >0.75), and using a minimum module size of 100. WGCNA clusters genes by expression similarity and summarizes gene co‐expression as module eigengenes ME (i.e., the first principal component of all the genes in each co‐expression module). Thus, each ME is the linear combination of gene expression values of all genes contained in the module that explains the most variation in the expression levels of the genes contained in the module.

We used linear models to assess the relationship between WGCNA gene co‐expression module eigengenes (MEs) and preference across contexts. Specifically, for each gene co‐expression module, we determined significance of preference behavior and social context on the ME (i.e., ‘ME ~ Context*Preference’). When the interaction model is not significant, we evaluated simpler models of the main effects of social context and preference independently. Model significance was determined after adjusting *p*‐values using the Benjamini‐Hochberg procedure, with an adjusted *p*‐value of *p* < .05 as the cutoff threshold. The ‘gray’ module (i.e., the module that groups unclustered genes) was excluded from these downstream analyses.

To identify a refined set of candidate mate preference genes, we combined the independent *limma* gene expression and WGCNA co‐expression analyses. Specifically, we compared the gene sets that were significantly associated with preference in a mating context at *p*‐value < .05 and eFDR *q*‐value < 0.05 with the WGCNA modules significant for preference. We identified genes associated with the WGCNA preference modules we selected genes exhibiting high ‘module membership’ (i.e., >|0.8|) with preference‐associated modules (after Hilliard et al., 2012). Module membership is calculated as the correlation of gene expression to the module co‐expression eigengene.

### 2.7 GO term enrichment in mate preference‐associated genes

To determine the functional gene ontology categories for the genes associated with (i) mate preference (identified with *limma*) and (ii) the refined mate preference genes (combining *limma* and WGCNA), we ran g:Profiler (g:GOSt) (Raudvere et al., 2019) using the ensembl *P. latipinna* (version P_latipinna‐1.0) Gene Ontology (GO) datasources. Genes from (i) and (ii) were separately used as input for the g:Profiler website, selecting the ranked‐based approach. Significant GO terms (adjusted *p* < .05) were computed using the multiple hypothesis testing corrections (g:SCS) that accounts for the hierarchical structure of GO terms (Reimand et al., 2007). A summary score indicating the overall direction of association of genes in enriched GO terms was calculated using a ‘*z*‐score’ where *z* is equal to (# of GO term genes with a positive association with preference—# GO term genes with a negative association with preference)/square root of the total # of term‐associated genes (after Walter et al., 2015). Significant GO terms were grouped by generalized associated process/phenotype.

## 3 RESULTS

### 3.1 Behavior

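The behavioral values were taken from the paper's Table S1, which lists for each of 15 female sailfin mollies the social context of the trial, social affiliation (time in both association zones, in s), the preference score and the standard length. The preference score is the proportion of all stimulus-directed movements that went to the favored stimulus. The male-interaction context held 8 females and the female-interaction context 7. Contexts were compared with 2-sided exact permutation tests over all 6435 splits of the females into groups of these sizes, once on the mean and once on the rank sum. Relations between measures were described with Pearson's r and Spearman's rho, with 100000 permutations over the 15 females and every order of the scores within a context. A total of 30 relations was computed, and the adjusted p-values are Benjamini-Hochberg values over all of them. Standard length averaged 42.7 ± 8.51 mm (SD, n = 7) in the female-interaction context and 41.55 ± 6.98 mm (SD, n = 8) in the male-interaction context, a difference smaller than the spread within either context (exact permutation test of the mean, p = 0.772).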

Fifteen of our 16 female subjects met our high social affiliation criterion (>25 min in association zones) and were included in the subsequent analyses. We removed one female that did not meet the 25 min total association time threshold from further analysis. By only including females with high levels of social affiliation that also represented a wide range of preference behavior (see Figure 1), we were able to focus on identifying gene sets that uniquely co‐varied with female preference behavior and not confounded by additional variance in social affiliation. These 15 females showed no difference in social affiliation between the two treatment groups (Figure 1b, Young et al., 2023b: Table S1, (*n*_Mm_ = 8, Mdn (IQR) = 1617.5 s (104.5); *n*_Ff_ = 7, Mdn (IQR) = 1662.0 s (111.5)); MWU, *U* = 33, *p* = .61, Cohen's *D* = 0.32). 

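Social affiliation averaged 1649 ± 90.3 s (SD, n = 7) in the female-interaction context and 1620 ± 91.8 s (SD, n = 8) in the male-interaction context. The difference lay within the spread between females (exact permutation test of the mean, p = 0.542, and of the rank sum, p = 0.613). The females of the female-interaction context spent between 1506 and 1763 s in the association zones, and those of the male-interaction context between 1512 and 1795 s.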

While females in both treatment groups exhibited high inter‐individual variation in preference, we observed similar range of preference behavior (biased movements directed towards one stimulus over another) in both mate choice and shoaling partner contexts (Figure 1c, Young et al., 2023b: Table S1, (*n*_Mm_ = 8, Mdn (IQR) = 0.76 (0.34); *n*_Ff_ = 7, Mdn (IQR) = 0.57 (0.17)), MWU: *U* = 20.5, *p* = .42, Cohen's *D* = 0.53). 

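The preference score averaged 0.652 ± 0.181 (SD, n = 7) in the female-interaction context, with a range of 0.5 to 1, and 0.752 ± 0.193 (SD, n = 8) in the male-interaction context, with a range of 0.516 to 1. The difference between contexts was smaller than the spread within them (exact permutation test of the mean, p = 0.3125, and of the rank sum, p = 0.4145). The score fell with the number that Table S1 gives each female. Over the 15 females Pearson's r was -0.714 (permutation p = 0.00312, adjusted p = 0.0468) and Spearman's rho was -0.811 (permutation p = 0.0004, adjusted p = 0.012). Without the 2 females farthest from the median preference score, r was -0.642. In the male-interaction context alone r was -0.897 (exact permutation p = 0.00491, adjusted p = 0.0491) and rho was -0.881 (exact permutation p = 0.00724, adjusted p = 0.0724). In the female-interaction context alone r was -0.65 (exact permutation p = 0.102, adjusted p = 0.353) and rho was -0.857 (exact permutation p = 0.0238, adjusted p = 0.168). Standard length also fell with the female's number (r = -0.772, permutation p = 0.00073, adjusted p = 0.0219; rho = -0.751, permutation p = 0.00186, adjusted p = 0.0279), with r at -0.72 without the 2 females farthest from the median length. In the male-interaction context the preference score rose with standard length (r = 0.747, exact permutation p = 0.0446), although not after adjustment (adjusted p = 0.223), and rho was 0.619 (exact permutation p = 0.115, adjusted p = 0.431). Without the 2 females farthest from the median score, this r was 0.904. In the female-interaction context the r of score and length was 0.213 (exact permutation p = 0.684, adjusted p = 0.886). Spearman's rho there was 0.571 (exact permutation p = 0.2, adjusted p = 0.6). Over the 15 females r was 0.436 (permutation p = 0.106, adjusted p = 0.353) and rho was 0.538 (permutation p = 0.0409, adjusted p = 0.204). Without the 2 farthest females these r were 0.85 and 0.549.

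**Figure D1:**
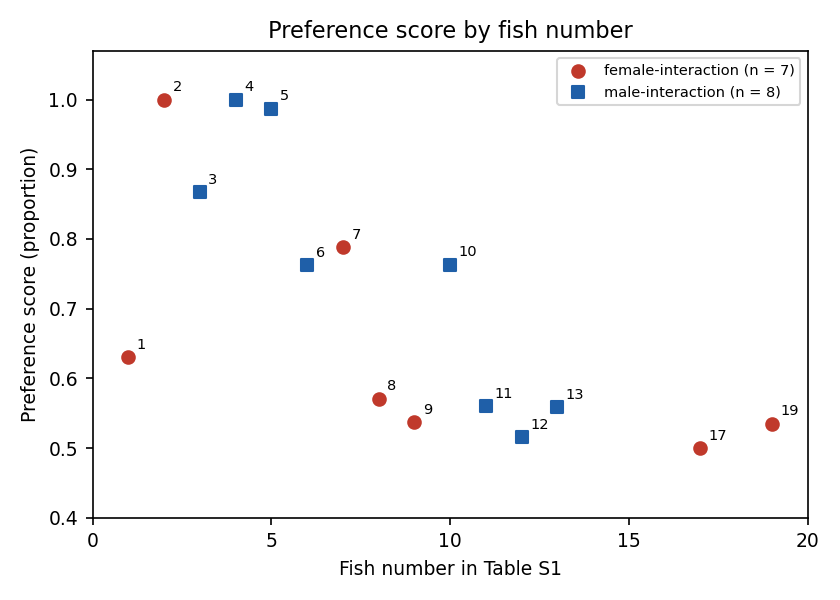
Preference score (proportion of stimulus-directed movements) against the number of each female in Table S1, with 1 point per female, circles for the female-interaction context (n = 7) and squares for the male-interaction context (n = 8). The 4 highest scores belong to females numbered 2 to 5.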

Mirroring results from other poecilid species, nearly all focal subjects exhibited a greater preference (i.e., biased movements) towards the larger stimulus in both contexts (*n*_Mm_ = 7 of 8 and *n*_Ff_ = 6 of 7 with 1 female having equal preference; binomial sign test *p* = .0074). Total association time was not correlated with preference score across treatments (Pearson's correlation: *r* (13) = −.25, *p* = .36).

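Over the 15 females, the correlation between preference score and social affiliation was r = -0.253 (permutation p = 0.362, adjusted p = 0.724) and rho = -0.198 (permutation p = 0.477, adjusted p = 0.766). Without the 2 females farthest from the median preference score, r was -0.343. Within the male-interaction context r was -0.327 (exact permutation p = 0.44, adjusted p = 0.824) and rho was -0.262 (exact permutation p = 0.536, adjusted p = 0.766), and without the 2 females farthest from the median score of that context r was 0.0454. Within the female-interaction context r was -0.0808 (exact permutation p = 0.856, adjusted p = 0.886) and rho was -0.143 (exact permutation p = 0.783, adjusted p = 0.96). None of these relations could be told from 0 with this number of females. From high affiliation in every female together with a wide range of preference, the paper reasons that gene sets varying with preference could be identified without added variance in social affiliation.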

### 3.2 Genes associated with social context and preference

#### 3.2.1 Social context genes (interacting with male stimuli vs. interacting with female stimuli)

Of the 18,340 genes expressed in the brains of the 15 focal females following the 30‐min behavioral trials, we found 314 genes that were differentially expressed between the social contexts (Figure 2a; Young et al., 2023b: Table S2). 

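Whole-brain RNA of the 15 females was sequenced as single-end reads, 7 females after a trial in the female-interaction context and 8 after a trial in the male-interaction context. The authors trimmed the reads, pseudoaligned them with Kallisto to the Ensembl cDNA of P. latipinna and deposited an estimated count and a TPM value (transcript abundance scaled to the same total in every female) for each of 31813 transcripts in each female. Estimated counts summed to between 5301116 and 10555933 per female in the female-interaction context (median 6001956) and to between 3424641 and 9989142 in the male-interaction context (median 5774792). The authors then summed transcripts by gene. The files used here do not pair transcripts with genes, so every number given here counts transcripts and cannot be read as a number of genes. The paper's filter was applied to transcripts, which kept the 21671 with a TPM above 2 in 3 or more females and 99.6% of the estimated counts. Counts were rounded to whole numbers, scaled by TMM and analyzed with voom and limma under the models of the paper. A transcript was called when its unadjusted p-value was below 0.05 and fewer than 5% of 100 shuffles of the females' labels gave a moderated t as large in size. On simulated counts of this size, with 200 transcripts changed by a log2 of 2 between contexts, 96.5% of them reached an unadjusted p-value below 0.05 and 86% an adjusted p-value below 0.05, against 5.31% of the unchanged transcripts at the unadjusted threshold. For a simulated slope of 6 (log2 per unit of preference score) in the male-interaction context, 93.5% and 67% of the changed transcripts passed the same thresholds.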

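The first principal component of expression, with 16.9% of the variance, separated the females numbered 1 to 8 in Table S1, all with negative scores, from those numbered 9 to 19, all with positive scores. Each of these number groups holds females of both contexts, 4 of each in the first and 3 from the female-interaction and 4 from the male-interaction context in the second. With context in the model, 4976 transcripts differed between the number groups at an unadjusted p-value below 0.05 and 1588 at an adjusted p-value below 0.05 (limma). The paper's text does not say what the numbers stand for or which females shared a sequencing lane. The split also separates most high from most low preference scores, so a technical batch and preference cannot be told apart by it. TMM factors ran from 1.001 to 1.034 in females 1 to 8 and from 0.9425 to 1.01 in females 9 to 19. Transcripts with an estimated count above 0 ran from 23555 to 25530 and from 22692 to 24340. These differences between libraries were not tested. The split was chosen after the data were seen. Counts with the number group as a term in the model, called on the unadjusted p-value alone, are given beside the others.

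**Figure D2:**
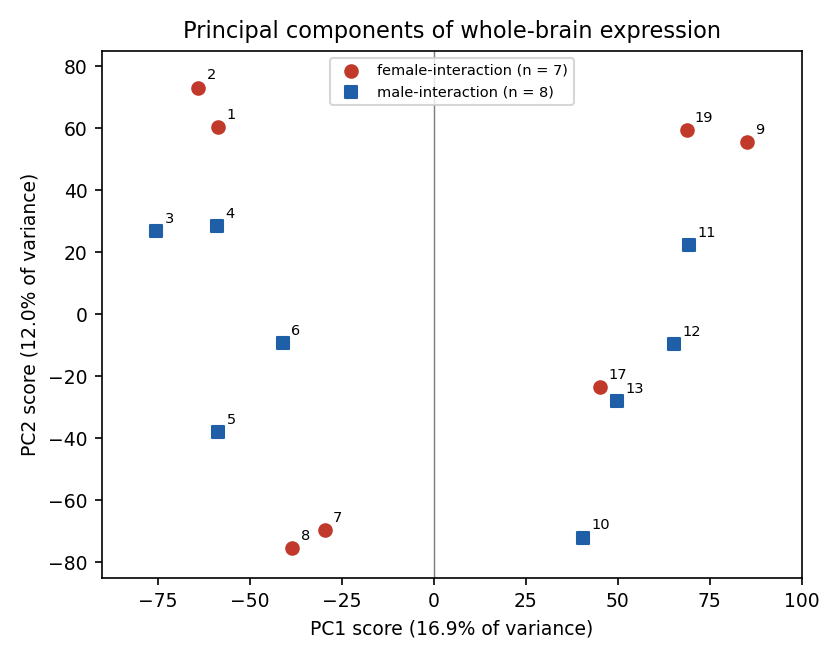
First 2 principal components of voom log2 expression of the 21671 transcripts, with 1 point per female labelled with its number in Table S1, circles for the female-interaction context (n = 7) and squares for the male-interaction context (n = 8). Females numbered 1 to 8 lie left of 0 on the first component (16.9% of the variance) and those numbered 9 to 19 lie right of it, while the contexts overlap on both.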

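A total of 428 of the 21671 transcripts (1.98%) was called between the social contexts. On the unadjusted p-value alone, limma gave 582 transcripts, edgeR's quasi-likelihood test 456 and DESeq2 475, where 1084 is 5% of the transcripts tested. After Benjamini-Hochberg adjustment 0 transcripts remained in limma, 0 in edgeR and 1 in DESeq2. The largest count came from every transcript with a count in any female, at 945 on the unadjusted p-value. With the number group in the model 811 transcripts passed the unadjusted p-value, and 371 of the 428 were among them. Without female 8 of the female-interaction context the count on the unadjusted p-value was 756.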

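Of the transcripts called between contexts, 262 were higher in the female-interaction context and 166 were higher in the male-interaction context, so 61.2% were higher in the female-interaction context. This share depended on the test and on the scaling. It was 48.7% with edgeR, 46.1% with DESeq2 and 49.2% with limma on log2(TPM + 1), each on the unadjusted p-value.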

One hundred and seventy‐five genes exhibited increased expression in the female‐interaction social context and 139 genes were increased in the male‐interaction context. Importantly, we found an order of magnitude more genes associated with behavior than social context alone (Young et al., 2023b: Table S2). 

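Preference was associated with 12.7% of the transcripts and social affiliation with 9.18%, which is 6.43 and 4.65 times as many as were called between contexts. The behavioral totals pool the slopes of both contexts, whereas the contexts were compared in a single test. On the unadjusted p-value, 582 transcripts passed for context, and the median over the shuffled labels was 956. In 90 of 101 sets of labels, the real one included, at least as many passed as with the real labels. For affiliation this held in 16 of 101, and for male-interaction and female-interaction preference in 3 and 32. Chance is thus not excluded for the context and affiliation counts in these ratios. In the single slopes, 2022 transcripts were associated with preference and 776 with affiliation in the male-interaction context, and 927 and 1260 in the female-interaction context. Of all these transcripts, 44 were called for context and preference and 26 for context and affiliation. These numbers were not compared with what the sizes of the sets alone would give.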

Our *limma* analyses identified a total of 2673 genes associated with variation in preference behavior and 1937 genes associated with variation in affiliation behavior across the two social contexts (at *p*‐value < .05; eFDR *q*‐value < 0.05; Young et al., 2023b: Table S3). 

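In limma, 2754 transcripts were called for preference in at least one of the social contexts and 1990 for affiliation. On the unadjusted p-value alone the counts were 3568 and 2553, with 3413 and 2278 in edgeR and 3872 and 2433 in DESeq2. Benjamini-Hochberg adjustment moved these counts most, to 1 and 1 in limma, 4 and 0 in edgeR and 329 and 45 in DESeq2. Within the male-interaction context 51.7% of the preference slopes called were positive, and within the female-interaction context 66.6%. These shares moved with the scaling and with the test, to 60.6% and 76.7% without TMM factors, 48.2% and 41.2% with edgeR's quasi-likelihood test and 67.5% and 53.4% with log2(TPM + 1). The positive share of the affiliation slopes moved from 50.3% to 31.7% in the male-interaction context and from 39.7% to 13.1% in the female-interaction context with log2(TPM + 1). Without TMM factors it was 23.5% in the female-interaction context, and it rose there to 55.3% with sample quality weights and to 61.5% without female 17. With DESeq2 34.6% of the female-interaction preference slopes and 34.6% of the male-interaction affiliation slopes were positive. With the number group in the model 1640 transcripts passed the unadjusted p-value for preference and 2495 for affiliation. For preference in the male-interaction context the number was 1100, and 430 of the transcripts called without the number group were among them. For preference in the female-interaction context it was 646, with 271 shared. In the same model 2907 transcripts followed the number group at the unadjusted p-value and 50 after adjustment, against 0 and 1 for the male-interaction and female-interaction slopes. With standard length in the model 1263 transcripts passed in the male-interaction context and 1184 in the female-interaction context.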

Genes associated with preference behavior exhibited very little overlap with genes associated with social affiliation (total association time). 

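A total of 171 transcripts was associated with both preference and social affiliation, which is 6.21% of the preference transcripts. The product of the shares called for preference and for affiliation would give 253 transcripts. For affiliation, 46 transcripts were called in both social contexts, a number not set against the product of the shares. Without the shuffle share, 314 transcripts were associated with both preference and affiliation, where the product of the shares gives 420. Leaving out 1 female at a time moved this number from 118 (without female 3 or without female 12) to 583 (without female 17). It exceeded the product of the shares without female 5 (486 against 384), without female 11 (471 against 399) and without female 17 (583 against 431), so that whether the overlap is smaller than this product depends on single females.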

Only 174 of 2673 (6.5%) of preference‐associated genes were also associated with social affiliation (Figure 2a; Young et al., 2023b: Table S2).

**FIGURE 2:**
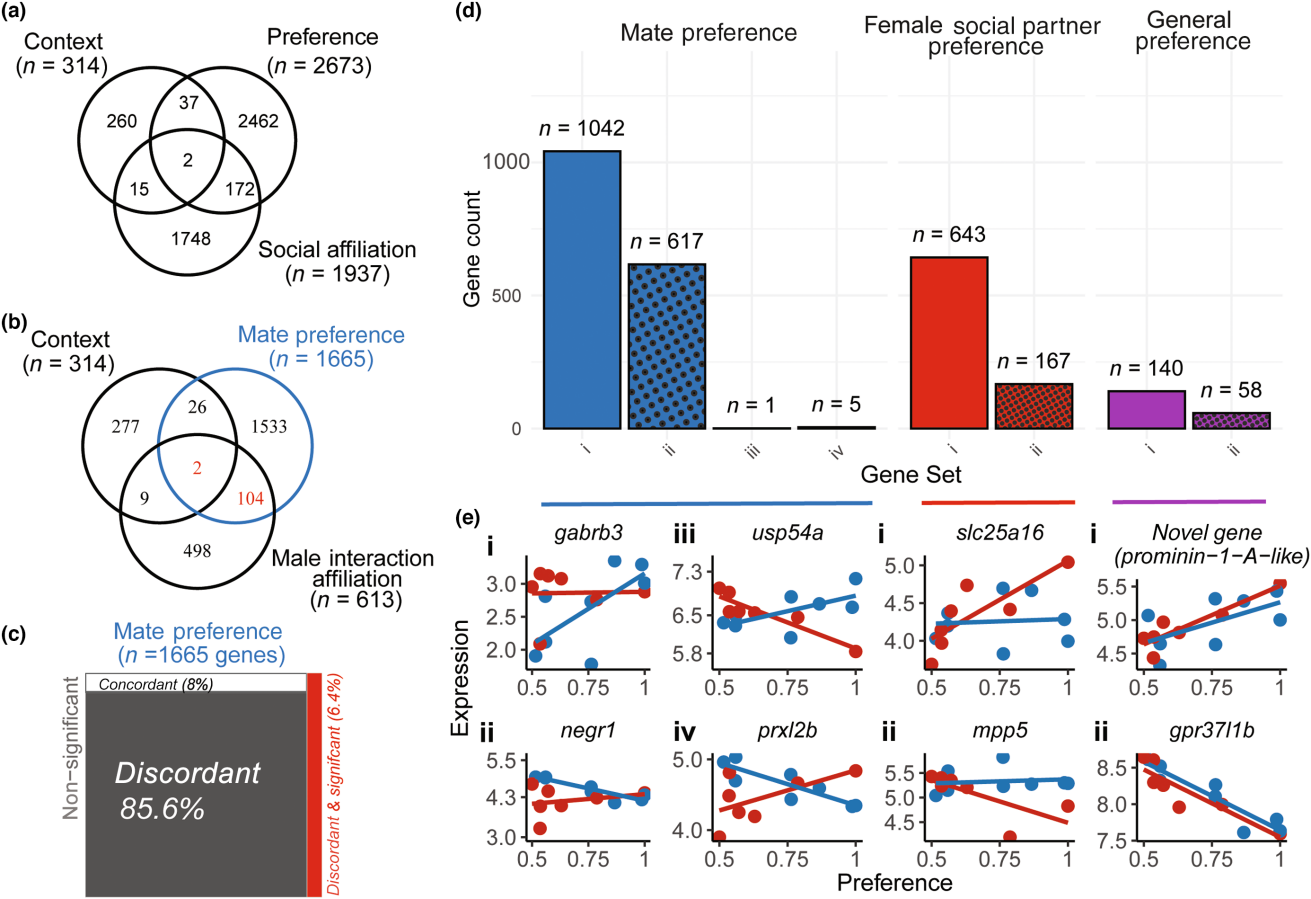
Genes correlated with preference and affiliative behavior in different contexts. (a) Venn diagram indicating the number of genes differentially expressed between the two social contexts (Context), genes correlated with social affiliation in one or more social contexts (Social Affiliation), and genes associated with preference in one or more social contexts (Preference). Genes are largely discrete between these broad categories with relatively few genes shared between each category. (b) Venn diagram indicating the number of genes associated with Male Interaction Affiliation, Mate Preference, and differentially expressed between contexts. (c) Treemap plot indicating that the 1665 preference‐related genes were largely discordantly expressed across preference and affiliative contexts. Red genes B and C were significant in both male preference and male affiliation; however, all of these genes exhibited discordant correlations with mate preference and male social affiliation. (d) Mate Preference genes (blue; i.e., genes uniquely or differentially correlated with preference in a male‐interacting context) were further categorized into four groups including: positively correlated (i), negatively correlated (ii, dotted box), expressed in opposing directions between male‐ and female‐interacting contexts (i.e., positively correlated with preference in the male‐interaction but negatively correlated in the female‐interaction (iii), or negatively correlated with preference in the male‐interaction but positively correlated in the female‐interaction (iv)). Preference genes associated solely in the female‐interaction context (red, Female Social Partner preference) were characterized as either positively correlated (i), or negative correlated (ii, dotted box) with expression. General Preference genes (purple) showed concordant expression with preference in both contexts, positive (i), or negative (ii, dotted boxes). (e) Individual expression of representative genes for each correlation described above are shown. Plotted are the expression of each gene on preference behavior from each focal female. Red and blue lines indicate the direction of expression between preference behavior and gene expression in the respective context and are not meant to represent a correlation. Names, statistics, and categories of each Mate Preference gene are provided in Table S3.

#### 3.2.2 Preference genes: differentiating ‘mate preference’ from ‘shoaling partner preference’

Our *limma* analysis identified a total of 2673 genes associated with variation in preference behavior in the two social contexts (*p*‐value < .05 and eFDR *q*‐value < 0.05; Young et al., 2023b: Table S3). One thousand six hundred and sixty‐five genes (62.3%) were associated with mate preference (i.e., in the male interaction context, Figure 2d blue bars; and also Figure 2e for representative expression patterns). This set included all genes whose expression pattern did not correlate with preference behavior in the same direction as the genes associated with preference in the female‐interacting context (Figure 2d, red). 

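In the male-interaction context, 1839 transcripts (66.8% of the preference transcripts) fitted the definition of mate preference. Of these, 1376 (74.8%) had slopes of the same sign in both contexts, against 62.9% of all transcripts tested. The difference between the male-interaction and female-interaction slopes was tested directly in the same limma model. It reached an unadjusted p-value below 0.05 in 317 of the mate preference transcripts (17.2%) and in 665 of all transcripts, with 727 in edgeR. After Benjamini-Hochberg adjustment 0 transcripts remained in limma and 0 in edgeR. With the number group in the model 999 transcripts met the definition on the unadjusted p-value, and 396 of the 1839 were among them. The 4 transcripts with the smallest p-values for the male-interaction slope, 2 in each direction, are named by their Ensembl identifiers. For ENSPLAT00000022375.1, with a mean of 20.6 TPM, the slope was 2.64 (standard error 0.40, log2 per unit of preference score, limma adjusted p = 0.0858). For ENSPLAT00000012098.1, with 38.6 TPM, it was 4.12 (standard error 0.71, limma adjusted p = 0.18). The transcript ENSPLAT00000008588.1, with 125 TPM, had a slope of -3.70 (standard error 0.47, limma adjusted p = 0.0292), and ENSPLAT00000010033.1, with 51.3 TPM, a slope of -2.45 (standard error 0.35, limma adjusted p = 0.0568). In the female-interaction context their slopes were 0.30 (standard error 0.42), 2.51 (standard error 0.71), -1.38 (standard error 0.53) and -0.73 (standard error 0.40), and the adjusted p-value of the slope difference was 0.999 for each in limma. Within the 8 females of the male-interaction context, r with the preference score was 0.96, 0.889, -0.935 and -0.961 (exact permutation p = 0.000446, 0.00466, 0.00201 and 0.000149, adjusted over 8 correlations to 0.00119, 0.00621, 0.00349 and 0.000792). Within the 7 females of the female-interaction context, r was 0.438, 0.909, -0.9 and -0.672 (exact permutation p = 0.338, 0.000198, 0.00218 and 0.109, adjusted over the same 8 to 0.338, 0.000792, 0.00349 and 0.125), so that 2 of the 4 were also correlated with preference there. In the male-interaction context Spearman's rho was 0.952, 0.905, -0.881 and -0.952 (exact permutation p = 0.00114, 0.00456, 0.00724 and 0.00114, adjusted over these 4 to 0.00228, 0.00608, 0.00724 and 0.00228). Without the 2 females farthest from the median score, r was 0.938, 0.79, -0.924 and -0.935. The transcripts were selected on these same females, so the correlations describe the slopes and do not test them again. With the number group in the model the slopes were 2.47, 2.91, -3.80 and -2.45 (limma adjusted p = 0.866, 0.937, 0.381 and 0.551).

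**Figure D3:**
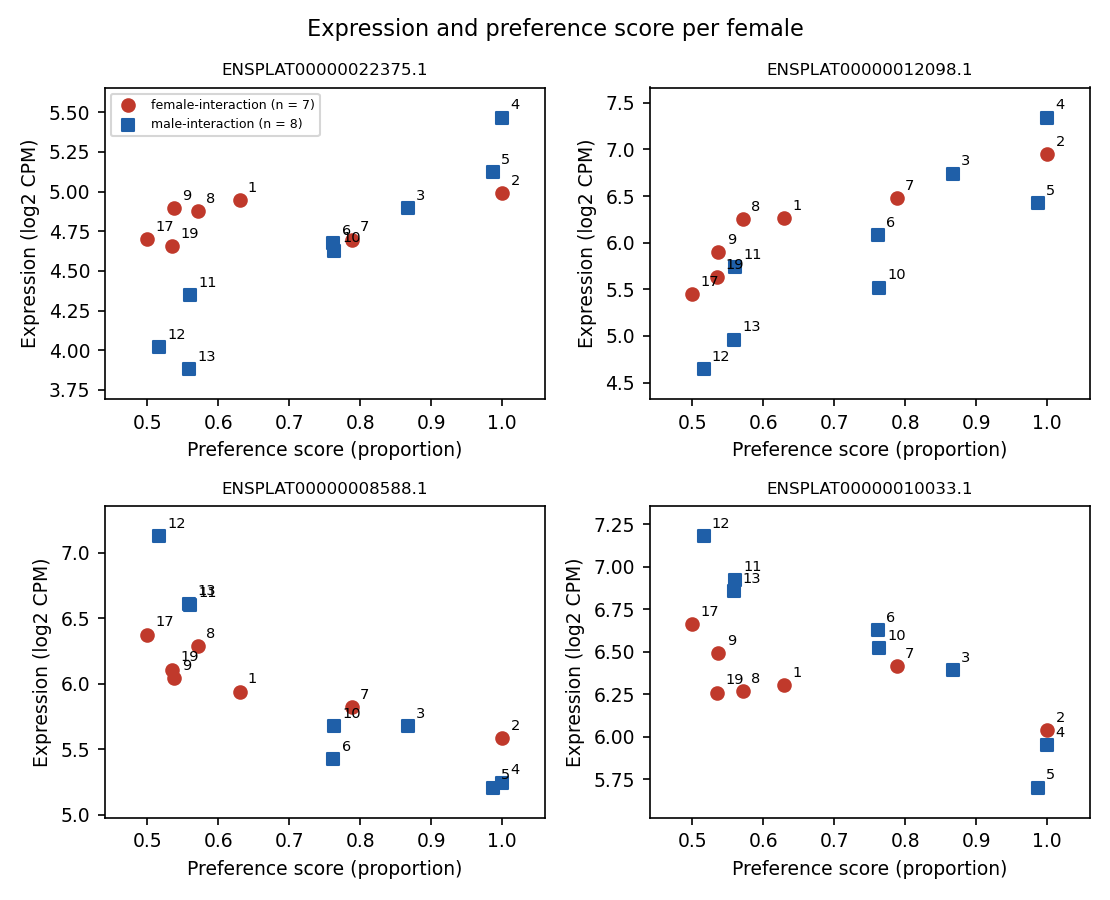
Expression (log2 CPM, counts scaled to library size) of the 4 transcripts against preference score (proportion of stimulus-directed movements), with 1 point per female labelled with its number in Table S1, circles for the female-interaction context (n = 7) and squares for the male-interaction context (n = 8). In the male-interaction context the upper pair rises with preference (slopes 2.64 and 4.12) and the lower pair falls (slopes -3.70 and -2.45).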

We further characterized these genes by how they were associated with preference behavior across the two contexts. 

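The set of transcripts with a positive slope in the male-interaction context and no call in the female-interaction context (group i) held 939 transcripts. It held 1150 on the unadjusted p-value alone.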

One thousand and forty‐two genes were positively associated with preference in the male‐interaction context while showing no significant association with preference in the female‐interaction context (Figure 2d, blue (i)). A representative of one of the genes positively associated with mate preference is the GABA_A_ receptor subunit (*gabrb3*; Figure 2e(i)). Notable genes involved in synaptic plasticity were found in this group (Figure 2d(i)) such as *ntrk2b* (a teleost *bdnf* receptor; Sahu et al., 2019), and a synaptogenesis gene similar in function to *neuroligin3*, *ptprsa* (receptor‐type tyrosine‐protein phosphatase S‐like). A total of 617 genes were negatively associated with preference in the male‐interaction context while exhibiting no association with preference in the female‐interaction context (Figure 2c(ii), blue) including neural growth regulator (*negr1*; Figure 2e(ii)). 

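The set with a negative slope in the male-interaction context and no call in the female-interaction context (group ii) held 888 transcripts, and 1033 on the unadjusted p-value alone. Without TMM factors the positive and negative sets held 1102 and 745 transcripts, and with log2(TPM + 1) they held 1685 and 710 on the unadjusted p-value. Without female 3 the negative set held 616 on the same threshold.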

Additional genes in this category are the genes associated with neuroplasticity via neurogenesis (*s1pr1*, sphingosine‐1‐phosphate receptor 1; Guo et al., 2013) and via long‐term potentiation and NMDA receptor‐mediated signaling (*serpine2*, serine protease inhibitor; Kvajo et al., 2004; Lüthi et al., 1997). A much smaller subset of genes showed opposing patterns of expression patterns with preference behavior between the two contexts. USP54‐like (Figure 2e(iii)) was the only gene that positively associated with preference in the male‐interaction context and negatively associated with preference in the female‐interaction context (Figure 2d, blue (iii)). 

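Of the transcripts called in both contexts with opposite signs, 5 had a positive slope in the male-interaction and a negative slope in the female-interaction context (group iii), and 7 had the reverse (group iv). These numbers were 7 and 13 on the unadjusted p-value alone. With 1 female left out at a time group iii ranged from 2 to 10 and group iv from 4 (without female 5) to 22 (without female 12), and sample quality weights gave 23 for group iv.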

Only five genes were negatively associated with preference behavior in the male‐interaction context and positively associated with preference behavior in the female‐interaction context (Figure 2d, blue (iv)).

Our experimental approach further amplified our ability to isolate genes specific to preference behavior as we selected subjects with high affiliation (all females spent >25 min in the social interaction zone during the 30 min trials, see Figure 1b,c) but varied greatly in preference behavior (Figure 1d). Despite having reduced variation in social affiliation behavior across subjects, our *limma* social affiliation model analyses identified some genes with strong associations with social affiliation across taxa (e.g., *avp*: oxytocin/neurophysin I prepropeptide, see Young et al., 2023b: Table S2) providing validation for our approach.

To determine whether mate preference genes were similarly expressed during affiliative behavior in a male interaction context, we determined the directional concordance of the 1665 mate preference genes in a male social affiliation context. 

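The signs of the preference and affiliation slopes in the male-interaction context were compared over the mate preference transcripts. None of them, 0 transcripts, was called for affiliation with the same sign, and 130 (7.07%) were called with the opposite sign. A further 149 (8.10%) had the same sign and 1560 (84.8%) the opposite sign without a call for affiliation. In total 91.9% had opposite signs, against 71% of all transcripts tested. Across all transcripts, which are not independent replicates, the moderated t of the preference slope and that of the affiliation slope had a Pearson correlation of -0.541. The share with opposite signs was 76.3% with standard length in the model and 74% with the number group in the model. Leaving out 1 female of the male-interaction context at a time, it ranged from 68.2% without female 12 to 98.1% without female 5. Because the genes associated with both behaviors went in opposite directions, the paper reasons that they need not be excluded from the mate preference genes.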

We found 0 genes significantly and concordantly associated with both mate preference and affiliation in a male interaction context, 106 genes (6.4%) significantly associated with mate preference and affiliation in a male interaction context in the discordant direction (e.g., positively correlated with preference and negatively correlated with affiliation), 133 genes (8.0%) concordantly associated with mate preference and affiliation in a male interaction context but not significantly associated with affiliation, and 1426 genes (85.6%) discordantly associated with mate preference and affiliation in a male interaction context and not significantly associated with affiliation (Figure 2b,c). Because all 106 genes significantly associated with both mate preference and social affiliation were discordantly expressed (Young et al., 2023b: Table S3, italicized), we did not exclude these genes as mate preference genes from downstream analyses.

Of the 2673 total preference genes, 810 genes (30.3%) were associated with female‐interaction preference (red boxes, Figure 2d; Young et al., 2023b: Table S3). 

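A total of 732 transcripts (26.6% of the preference transcripts) was called in the female-interaction context only, 508 with a positive and 224 with a negative slope. In 557 of them (76.1%) the slope in the male-interaction context had the same sign. The difference between the slopes reached an unadjusted p-value below 0.05 in 145 of these transcripts, and an adjusted p-value below 0.05 in 0 (limma). The majority of positive slopes depended on the test. On the unadjusted p-value alone limma gave 674 positive and 319 negative slopes called in this context only, edgeR's quasi-likelihood test 427 and 569, DESeq2 416 and 745 and log2(TPM + 1) 551 and 479. With all females 1385 transcripts passed the unadjusted p-value for the female-interaction slope. Leaving out 1 female at a time, this count ranged from 957 without female 17 to 1718 without female 8.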

A total of 643 genes were positively associated with preference behavior in the female‐interaction context while showing no association with preference behavior in the male‐interaction context (Figure 2d, red (i)) including *slc25a16* (solute carrier family 25 member 16; Figure 2e(i)) gene and *ipo11* (importin 11). One hundred and sixty‐seven genes were negatively associated with preference behavior in the female‐interaction context with no association with preference behavior in the male‐interaction context (Figure 2d, red (ii), see *mpp5* in Figure 2e(ii)). A total of 198 genes were concordantly expressed in both social contexts (Figure 2d, purple). Of these genes, 140 were positively associated with preference in both the male‐interaction and female‐interaction contexts (Figure 2d, purple (i); see prominin‐1‐A‐like in Figure 2e(i)). 

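Slopes of the same sign were called in both contexts for 183 transcripts (6.64% of the preference transcripts), 102 positive and 81 negative. The product of the shares called in each context would give 86.5 transcripts of either combination of signs. Across all transcripts, which are not independent replicates, the moderated t of the male-interaction and the female-interaction slope had a Pearson correlation of 0.39. The moderated t of the number group, taken as females 1 to 8 against females 9 to 19, had a correlation of 0.771 with that of the male-interaction slope and 0.656 with that of the female-interaction slope.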

A notable gene in this category includes *Infgr1‐like* (interferon gamma receptor 1‐like). Fifty‐eight genes were negatively associated with preference behavior in both the male‐interaction and female‐interaction contexts (Figure 2d(ii), see prosaposin receptor, i.e., *gpr37l1b*, in Figure 2e(ii)).

### 3.3 Functional gene ontology categories for mate preference

To identify the enrichment of functional categories in our mate preference genes, we performed GO analysis on the 1665 mate preference genes identified through *limma* (Figure 2d, blue bars). We found 24 GO terms significantly enriched in this gene set (adjusted *p*‐value < .05). The 24 GO terms are broadly associated with neuroplasticity, immune function, epigenetic regulation of transcription, and replication and transcription (Figure 3). For each GO term, we characterized overall expression correlation with preference as GO term accessions, sub‐ontologies, enrichment statistics, and associated genes (Young et al., 2023b: Table S4).

**FIGURE 3:**
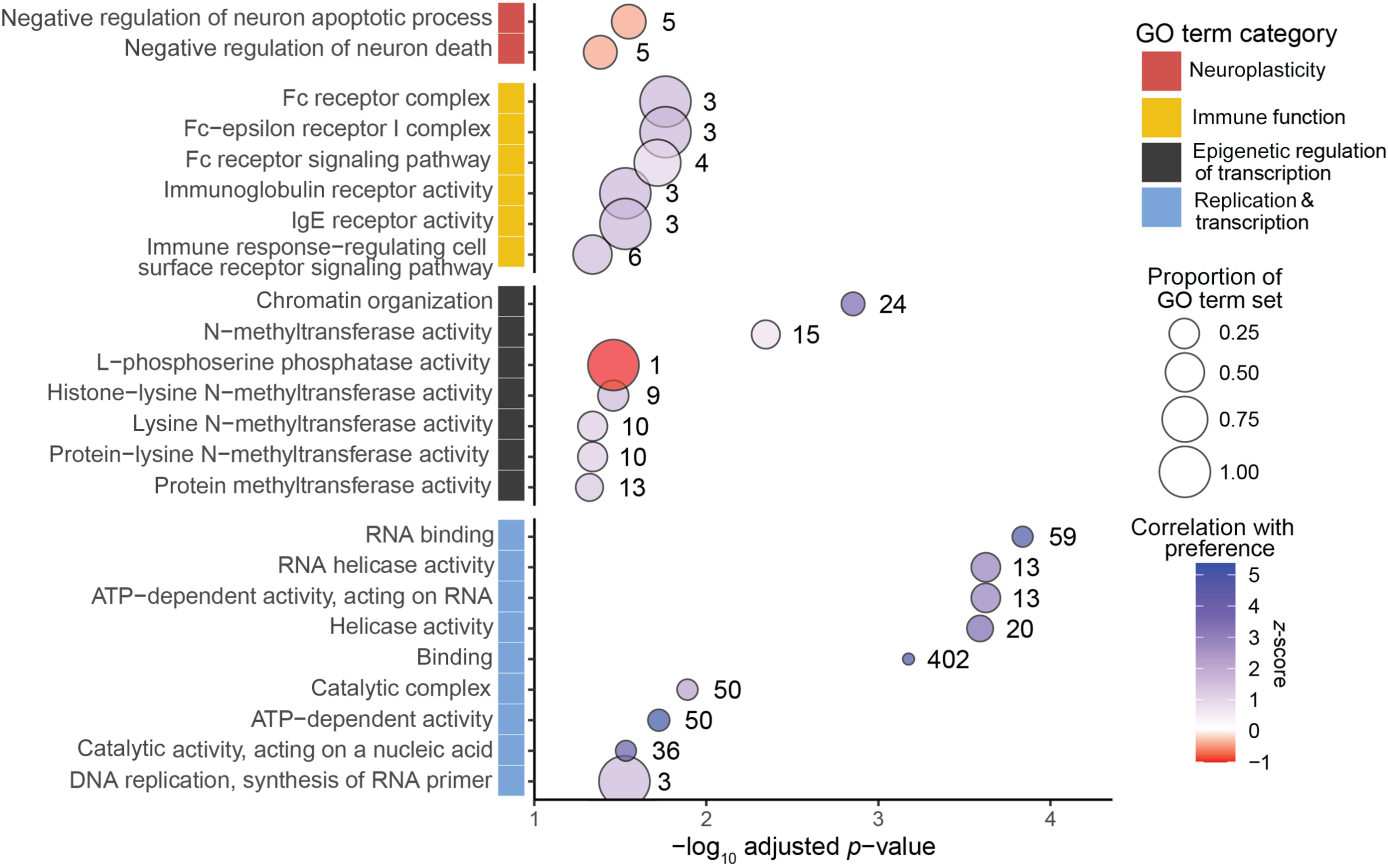
Gene Ontology (GO) terms significantly enriched (*p* adj < .05) in the Mate Preference genes (Figure 2d, blue). The number of genes per GO term is represented as the size of each bubble with the exact number flanking each to the right. Color of the bubble summarizes the overall correlation of the GO term genes with preference in a male‐interactive context with blue indicating a bias towards positive correlation and red a negative correlation. GO terms are grouped by broad functional categories including those associated with neuroplasticity, immune function, epigenetic regulation of transcription, and replication and transcription. GO term accessions, descriptions, and associated statistics are provided in Table S4.

### 3.4 Co‐expression networks correlate with preference behavior

While correlations between individual genes and behavior are a powerful approach to identifying candidate genes, we know that genes are non‐independent in expression and function. Identifying how networks of co‐expressed genes associated with behavior can be integrated with traditional individual gene‐level analyses to identify candidate genes robustly associated with behavior using distinct analysis approaches. We used weighted gene co‐expression analysis (WGCNA) to cluster genes based on their respective expression patterns into gene modules and summarize the co‐expression of genes at a module level rather than an individual level. In total, genes clustered into 25 co‐expression modules (excluding the gray module). 

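The co-expression modules were not rebuilt from the files. The eigengene of each of the 25 modules in each of the 15 females was taken from the paper's Table S1, and only the correlation of each transcript with the eigengenes (module membership) was computed from the deposited values. An eigengene is a single value per female that summarizes the expression of all genes in a module, scaled so that the squares sum to 1 over the females. Each eigengene was related to preference and to context with the linear models of the paper, and p-values were taken from 100000 permutations of the females and adjusted over the 25 modules with the Benjamini-Hochberg procedure.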

The number of genes in each module (i.e., module size) ranged from 193 genes to 2504 genes (orange and turquoise modules, respectively; Figure 4). While none of the modules differed between social contexts or exhibited an interaction effect between context and preference, three modules associated with preference behavior (black: *F*_1,13_ = 10.9, *t* = 3.30, adjusted *p*‐value = .048; blue: *F*_1,13_ = 14.0, *t* = 3.74, adjusted *p*‐value = .035; green‐yellow: *F*_1,13_ = 13.5, *t* = −3.67, adjusted *p*‐value = .035) (Figure 4).

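The eigengene of the black module rose with preference (t = 3.30, r = 0.675, permutation p = 0.00664, adjusted permutation p = 0.0553), as did that of the blue module (t = 3.75, r = 0.721, permutation p = 0.0033, adjusted permutation p = 0.045). That of the greenyellow module fell (t = -3.67, r = -0.714, permutation p = 0.0036, adjusted permutation p = 0.045). Spearman's rho was 0.756, 0.731 and -0.79 (permutation p = 0.00164, 0.00262 and 0.00083, adjusted permutation p = 0.0205, 0.0218 and 0.0205). Without the 2 females with the highest preference scores, which lie farthest from the median, r was 0.61, 0.574 and -0.683. Within the male-interaction context r was 0.883, 0.747 and -0.857, and within the female-interaction context 0.498, 0.779 and -0.574. No module differed between contexts (smallest adjusted permutation p = 0.997) or had an interaction of context and preference (smallest adjusted p = 0.968 in the linear model over the 15 females). The eigengenes also differed between the number groups. With females 9 to 19 coded as the higher group, r was -0.845 for black, -0.852 for blue and 0.835 for greenyellow (permutation p = 0.00026, 0.00051 and 0.00026, adjusted permutation p = 0.00217, 0.00319 and 0.00217). With the number group in the model the t of preference was 0.70, 1.14 and -1.13, and that of the number group -3.42, -3.36 and 3.09. With standard length in the model it was 2.45, 2.87 and -2.81. No relation of the 3 modules with preference passed the adjusted threshold with either term in the model.

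**Figure D4:**
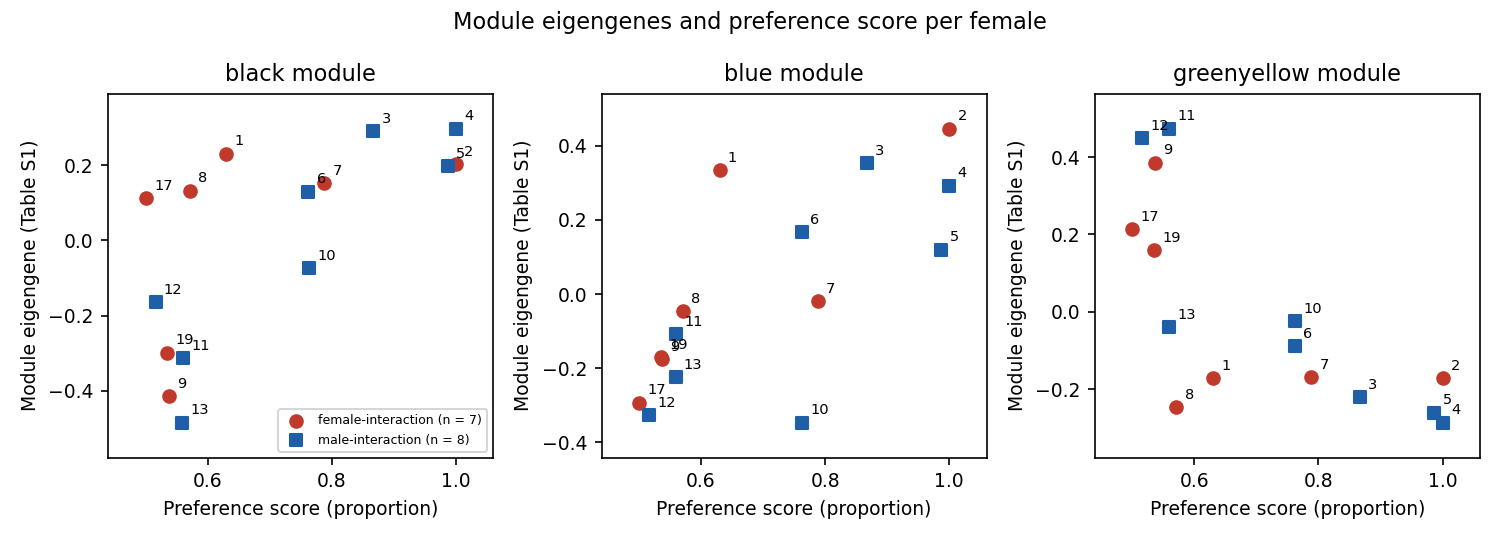
Eigengenes of the black, blue and greenyellow modules (no unit, from Table S1) against preference score (proportion of stimulus-directed movements), with 1 point per female labelled with its number, circles for the female-interaction context (n = 7) and squares for the male-interaction context (n = 8). Over the 15 females r was 0.675, 0.721 and -0.714.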

**FIGURE 4:**
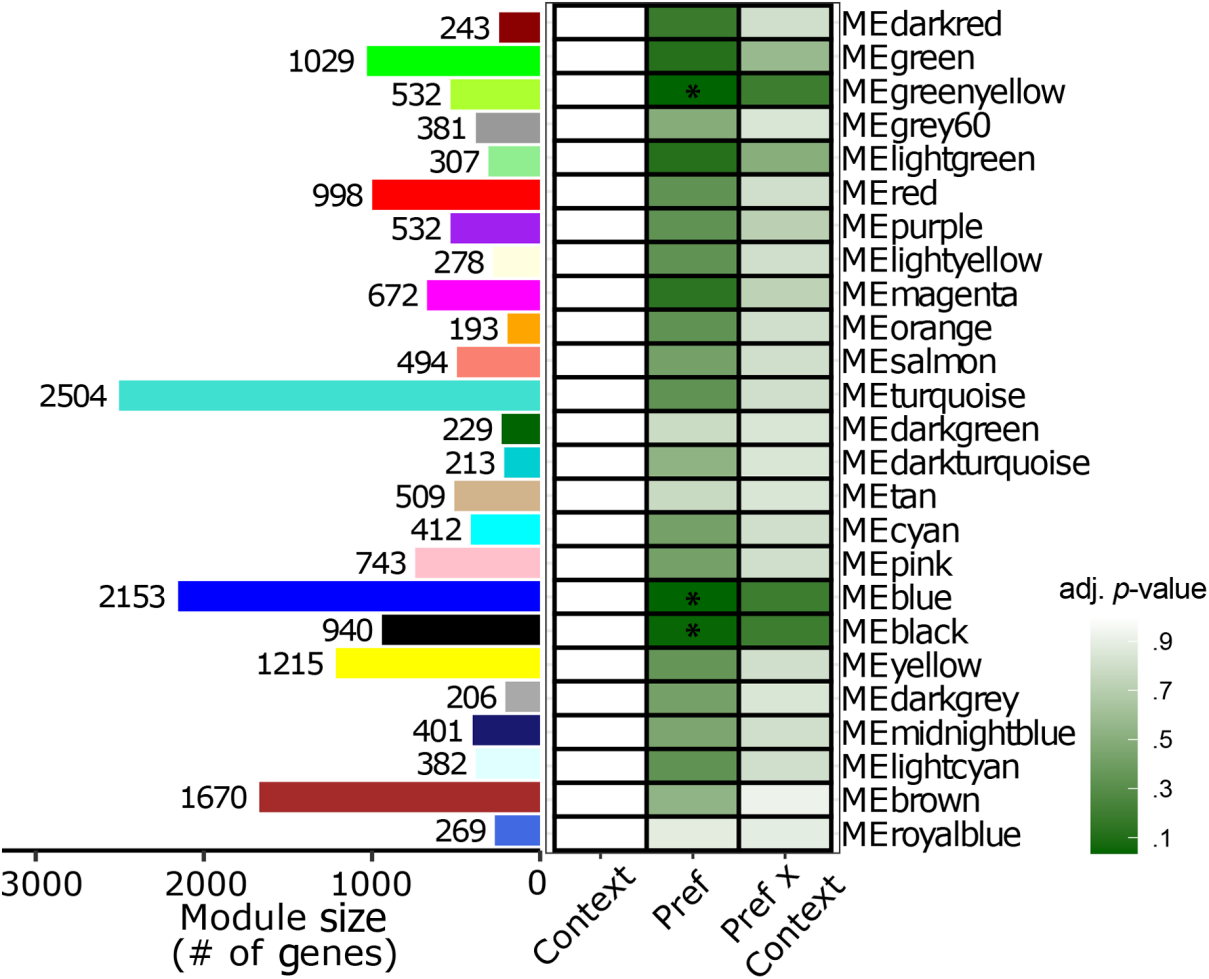
Modules of 25 co‐expressed genes (WGCNA) are reported as number of genes per module (represented as color bars on the left). For each module, the difference in eigengene expression between male‐interacting and female‐interacting context, the relationship between preference and eigengene expression, and the context‐dependent relationship between preference and eigengene expression indicated the interaction between preference and eigengene expression. Intensity of color indicates the significance of the relationship (adjusted *p*‐value). Each row represents the WGCNA module (color bars on the left match the named module on the far right). Three modules are significantly correlated with preference; however, none of the modules differed across social contexts or for the interaction between social context and preference.

### 3.5 Genes robustly associate with mate preference identified by combining *limma* & WGCNA analyses

To examine the genes associated with preference based on both independent bioinformatic approaches (*limma* and WGCNA), we compared the ‘mate preference’ gene subset (Figure 2d) to those genes with expression highly correlated with WGCNA preference modules (i.e., module membership). Module membership (MM) measures the correlation between the expression of each individual gene and the module eigengene of each module (Young et al., 2023b: Tables S2 and S3). 

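Module membership, the Pearson correlation of a transcript's voom log2 expression with an eigengene over the 15 females, was above 0.8 in size for 379 transcripts with the black, 512 with the blue and 277 with the greenyellow module. Together these were 1052 different transcripts, 109 of them in several modules. The count moved most with the threshold, to 1330, 1462 and 1175 at 0.7 and to 40, 53 and 21 at 0.9.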

We found 415, 455, and 262 genes with high module membership (MM > |0.8|) with the black, blue, and green‐yellow modules, respectively.

To generate a refined set of candidate genes robustly associated with mate preference, we identified genes significantly associated with preference in mating context (*limma*: *p*‐value < .05 and eFDR < 0.05; Figure 2) and strong association with preference modules (WGCNA: MM > |0.8|). This approach refined our ‘mate preference’ gene lists from 1665 *limma*‐identified (Figure 2c) to a total of 401 genes that are associated with mate preference behavior (Mm group: females interacting with male stimuli; Young et al., 2023b: Table S3). Of these genes, 187 were in the black module, 125 in the blue module, and 140 fell in the green‐yellow module; a small number of genes (*n* = 45) had high module membership in multiple modules (Figure 5). 

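High membership in at least 1 of the 3 modules was found for 415 of the mate preference transcripts, while 1424 had none. A positive slope was found in 191 of the 415 and a negative slope in 224. On the unadjusted p-value alone the set held 433 transcripts, and with edgeR 409. With standard length in the model of the slopes it held 130, and with the number group 35. The paper proposes that genes found by both approaches, limma and WGCNA, may have a key role in preference behavior.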

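Of the refined transcripts, 180 had high membership with the black, 158 with the blue and 141 with the greenyellow module, and 60 had it with several. They made up 47.5%, 30.9% and 50.9% of the high-membership transcripts of each module. With the number group in the model of the slopes, 10, 21 and 11 transcripts of these modules met the definition of mate preference on the unadjusted p-value, and 8, 11 and 9 of them were among the refined transcripts.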

Genes having both a stong association with preference modules in WGCNA and high significance in *limma* may indicate genes that play a key role in preference behavior.

**FIGURE 5:**
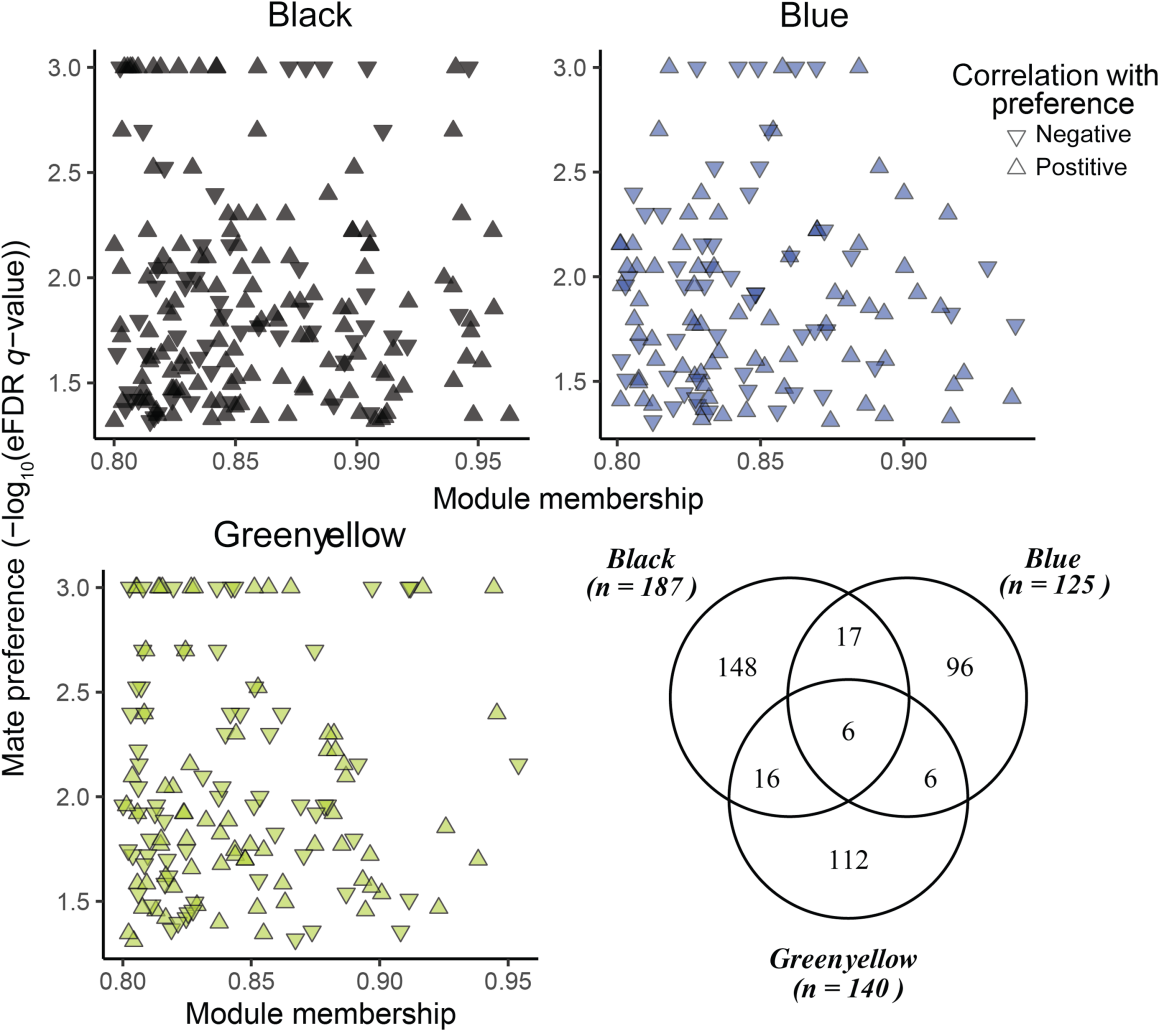
‘Refined mate preference genes’ were identified as genes with both strong correlation (i.e., module membership, MM > |0.8|) with significant preference modules (black, blue, and green‐yellow; Figure 4) and those with significant correlation with mate preference in the male‐interaction context (Figure 2d, blue). Upward and downward‐facing triangles indicate genes positively and negatively correlated with mate preference, respectively. Genes can have high module membership of more than one module, we identified the intersection among genes (shown in the Venn diagram). Combining the gene sets across the three modules identified 401 unique genes. Module membership and mate preference correlations for are provided in Tables S2 and S3 (Young et al., 2023b).

## 4 DISCUSSION

As the field of behavioral neurogenomics works towards a finer‐grained understanding of the relationship between brain gene expression and behavior, we have identified tools and techniques to help narrow the lens. For instance, the advent of single‐cell transcriptomics has allowed us to drastically improve our characterization of the spatial heterogeneity of neurons coordinating behavior. The use of time course transcriptomics (Bloch et al., 2018; Bukhari et al., 2017), careful selection of group controls (Cummings et al., 2008; Fischer et al., 2021), and individual‐level examinations of behavioral genomic responses (Whitfield et al., 2003) all provide higher resolution towards understanding the diverse brain response modulating specific behaviors. Here we incorporate some of these best practices (e.g., individual‐level examination) while introducing some novel refinements (a dual purpose non‐mating social and behavioral control) to advance our understanding of mate preference neurogenomics.

We identified sets of genes associated with social context and preference behavior using whole‐brain transcriptomic expression. Leveraging expression analysis (*limma*) with gene co‐expression analysis (WGCNA) enabled us to capture genes linking context‐dependent behavior to neural gene expression in two central components: (i) genes that are differentially expressed between social contexts, and (ii) genes that vary by preference behavior in both a shoaling partner (same sex) and a mate choice context. The core focus of our analysis was to identify genes associated specifically with preference, namely mate preference. While transcriptomics is not a substitute for identifying causal relationships between genes and behavior, we note that refining our ability to link brain gene expression with individual variation in behavior can set the stage for discoveries of novel genes and gene pathways critical to regulating social behaviors of interest. Further, we recognize changes in gene expression occur at the cellular level rather than at the whole brain level and that different regions of the brain contain different cell types. However, there is abundant literature showing that the neural transcriptome, even when coarsely sampled at the whole brain (as was done here) or in other coarse dissections, is closely tied with behavior (reviewed in Fischer et al., 2021; Toth, 2019; Toth & Robinson, 2007; Zayed & Robinson, 2012). Moreover, recent studies comparing single‐cell and bulk‐sampled transcriptomics reveal that a core gene expression network is shared across neural cell types and emerges across spatial scales (Crow & Gillis, 2018; Harris et al., 2021; Kelley et al., 2018). While this suggests that differences in the expression of bulk‐sequenced tissues reflect differences in cell type proportions, as different cell types may up‐ or down‐regulated the core expression network, the candidate genes and pathways discovered are likely to persist across spatial scales.

### 4.1 Genes expressed in social context & preference

Importantly, and not surprisingly given the polygenic nature of social behavior, we found an order of magnitude more genes associated with variation in behavior than differences in social context (e.g., interacting with males vs. interacting with females, Figure 2a). Sets of genes were positively or negatively associated with preference behavior across 15 female *Poecilia latipinna* individuals interacting with either male or female stimuli (Figure 2). Consistent with our interpretation that different gene sets are associated with preference and affiliation, the majority of mate preference genes (>85%) were discordantly expressed with affiliation (Figure 2c).

### 4.2 Genes associated with mate preference show concordance with candidate mate preference genes

By identifying genes uniquely associated with preference in a male‐interacting context, we were able to disentangle 1665 mate preference genes (Figure 2b,d, blue; Young et al., 2023b: Table S3). These genes were uniquely or differentially expressed when compared to shoaling partner preference genes (Figure 2d, red; Young et al., 2023b: Table S3) and genes associated with affiliative behavior in a male‐interacting context (Figure 2c). Within these mate preference gene sets, we found many genes previously implicated in poeciliid mate preference behavior that are involved in synaptic plasticity such as importin 4 (*ipo4*) in *X. nigrensis* (Cummings et al., 2008), and neuropeptide Y receptor (*npy8ar*) in *X. birchmanni* (Delclos et al., 2020). The focal female *P. latipinna* here expressed these exact ‐or functionally similar‐ genes in the mate preference context and here we find that these synaptic plasticity genes correlate positively with female *P. latipinna* mate preference behavior (Figure 2d(i)). We also found a suite of synaptic plasticity‐related genes (*s1pr1*, *serpine2*) correlating in the opposing direction with female mate preference behavior (Figure 2d(ii), Young et al., 2023b: Table S2), suggesting that the neuroplasticity pathways associated with mate preference behavior have complex interactions. In addition to identifying ‘mate preference’ genes associated with synaptic plasticity functions, we also found a significant number of these genes related to immune function (Figure 3), many of which were confirmed when we compared our *limma* and WGCNA results.

### 4.3 Gene co‐expression patterns and candidate mate preference genes

Our co‐expression network analysis identified three modules of genes significantly correlated with preference behavior across contexts indicating a robust neurotranscriptomic response to preference behavior (Figure 4). When we compare individual gene‐level analysis of expression with gene co‐expression analysis, we find some interesting overlap as well as divergence of results. Both approaches identify discrete sets of genes associated with preference. However, while our individual gene‐level analyses uncovered over 2000 genes associated with preference in at least one social context, our co‐expression approach identified no gene modules associated with the interaction between preference and social context (Figure 4). This distinction is likely due to the fundamental differences between these two approaches. Gene‐level analysis of expression (*limma*) allowed us to build linear models that use group assignment information to identify individual genes associated with preference behavior and compare these model outputs between the social contexts. Co‐expression network analysis (WGCNA) uses an unbiased approach (i.e., blind to experimental group information) to combine individual genes into groups (i.e., modules) of co‐expressed genes. The downstream analysis compares those module‐level metrics (module eigengenes) between contexts and behavioral measures. We generated a network of co‐expressed genes for females combined from both social contexts which may mask variation between the contexts and the resulting absence of context‐behavior interactions. Future work with larger sample sizes will be able to explore whether co‐expression networks of genes are assembled in context‐specific ways.

Combining these two independent analyses, we identified a robust and refined set of candidate genes underlying inter‐individual preference decisions in a mate‐choice context, i.e., mate‐choice genes. Of these 401 genes (Figure 5; Young et al., 2023b: Table S3) a few notable immune genes were discovered (i.e., *c1ql4b*, a homolog for the immune complement pathway gene *c1ql4*, and *ptprsa*) highlight a role for immune gene pathways in mate choice. *C1ql4b* was negatively associated with male‐interaction preference in our refined mate preference genes (e.g., Figure 2a(ii) set). Interestingly, this gene was also associated with mate preference in the optic tectum of female *P. reticulata* (named *zacrp4* in Table S1 in Bloch et al., 2018). In the brain, the complement component, C1q, plays a role in synapse elimination during development and diseases (e.g., neurodegenerative disorders) (Presumey et al., 2017; Stephan et al., 2012). Another immune‐related gene found in the refined mate preference gene set, *ptprsa*, was positively associated with mate preference. It is important to note that this gene, which is functionally similar to *neuroligin 3* that has been previously identified as a mate preference gene in *X. nigrensis* (Cummings et al., 2008; Wong & Cummings, 2014), acts as a crosslinking protein that assembles synapses (*ptprsa*; Takahashi et al., 2011; Takahashi & Craig, 2013).

### 4.4 Immune genes play a role in neuroplasticity, social behavior, mate preference

Many of the genes that covaried with mate preference can be classified as having both immune and neuroplasticity functions (Figure 3; Young et al., 2023b: Table S3). While these results may simply be a result of annotation bias in gene ontology terms, they may also highlight a potential role that ‘immune’ genes play in the brain with regard to learning (Herz et al., 2021). Mate choice is a learning‐dependent process in many vertebrates (Delclos et al., 2020; Kavaliers & Choleris, 2017; Rosenthal, 2017; Wong et al., 2011). Hence, the suites of mate preference genes identified here that are classified with dual immune and synaptic plasticity functions are potentially capturing the neuroimmune signaling pathways that alter synaptic inputs to facilitate learning (possibly through their function in cell remodeling and cell tagging, e.g., complement system). For instance, in addition to *ptprsa* mentioned above, we found mate preference genes with dual immune and neuroplasticity functions such as *ccr7* that is involved in immune processes and long‐term potentiation, long‐term depression, and adult neurogenesis (Williams et al., 2014). The gene s*1pr1* that was identified as correlating negatively with mate preference behavior is involved in immunity as well as playing a notable role in neuroplasticity by promoting adult hippocampal neurogenesis and improving context‐specific memory (Efstathopoulos et al., 2015). Many genes in the mate preference category are involved in immune surveillance, for example, by functioning in cell trafficking and presenting antigens to lymphocytes (B cells & T cells). Immune surveillance involves lymphocyte trafficking (*s1pr1*), and leukocyte trafficking (*ccr7*). Beyond immune and neuroplasticity‐related genes, we identified several interferon genes that correlated with mate preference behavior (e.g., *sting1*, and novel ‘interferon‐induced protein 44‐like’, an ‘interferon‐alpha/beta receptor 1b‐like’ and ‘interferon‐induced protein 44‐like’ genes). Interferons are a type of immune cell known as cytokines and have been implicated in many social behaviors (Monteiro et al., 2017), including social preference in mice, rats, and zebrafish (Filiano et al., 2016; Kirsten et al., 2018), social stress (Murgatroyd et al., 2016), learning, memory, and cognition (Brynskikh et al., 2008; Yirmiya & Goshen, 2011) and social preference (Kirsten et al., 2018).

While we posit that it is the neuroplasticity role of these neuroimmune genes that are actively engaged during a mate choice context to facilitate learning, we cannot rule out that some preliminary stage of an immune response is being triggered. In a mating context, immune activity may serve as an adaptive strategy that offers pre‐emptive protection (reviewed by Morrow & Innocenti, 2012) against physical damage (Crudgington & Siva‐Jothy, 2000; Kamimura, 2007; Řezáč, 2009; Stutt & Siva‐Jothy, 2001) and/or pathogen transmission (Kavaliers & Choleris, 2017; Zhong et al., 2013). This previous research identified a pre‐emptive response at a whole‐body level, whereas here we have identified this immune gene engagement in the brain. While the brain is unlikely to undergo a direct immune challenge during a mating encounter, the engagement of these neuro‐immune pathways may trigger a pre‐emptive protection response beyond the brain. Increased expression of immune‐related genes suggests an investment in immune defense in females from high sexual conflict systems (Bagchi et al., 2021; McGraw et al., 2004); and is largely unexplored beyond invertebrate systems. Poeciliidae may serve as an attractive vertebrate model to test hypotheses about the anticipatory immune response to mating within the CNS.

Interestingly, this pattern of neuro‐immune response genes during mating encounters is not unique to sailfin mollies. Similar findings have been found in other poeciliids (*X. birchmani*; Delclos et al., 2020) as well as male (Carney, 2007) and female *Drosophila melanogaster* (Lawniczak & Begun, 2004; McGraw et al., 2004). What is different between the present study and these previous studies is that prior research found the immune response occurred in a post‐mating context (*Drosophila* studies) or in the presence of olfactory cues only (*X. birchmanni*). Here, we are observing this neurogenomic response of immune‐related pathways before physical contact with a potential mating partner using visual stimuli only. Our data highlight the potential role that ‘immune’‐related genes play in the brain during social decision‐making during mate preference behavior. As learning is evident in mate preference behavior, we hypothesize that immune genes contribute to the neuroplasticity involved in learning and memory.

## AUTHOR CONTRIBUTIONS

**Rebecca L. Young:** Conceptualization (supporting); data curation (equal); formal analysis (lead); methodology (equal); software (lead); supervision (supporting); validation (lead); visualization (equal); writing – review and editing (equal). **Sarah M. Price:** Formal analysis (supporting); investigation (equal); methodology (equal); visualization (equal); writing – original draft (lead). **Molly Schumer:** Investigation (equal); methodology (equal); resources (supporting). **Silu Wang:** Conceptualization (supporting); investigation (equal); methodology (equal). **Molly E. Cummings:** Conceptualization (lead); data curation (equal); funding acquisition (lead); project administration (lead); resources (lead); supervision (lead); writing – original draft (supporting); writing – review and editing (equal).

### OPEN RESEARCH BADGES

This article has earned Open Data and Open Materials badges. Data and materials are available at https://doi.org/10.18738/T8/RHYJQ5 and https://doi.org/10.18738/T8/3SSYRK.

## Supporting information

Table S1
Click here for additional data file.

Table S2
Click here for additional data file.

Table S3
Click here for additional data file.

Table S4
Click here for additional data file.

## Data Availability

Raw and processed RNA sequencing reads are available at the Gene Expression Omnibus series accession GSE233523. All data and scripts used for behavioral and transcriptomic analyses and figure construction are publicly available on the Texas Data Repository (https://doi.org/10.18738/T8/RHYJQ5; Young et al., 2023a). Supplementary Tables are publicly available on the Texas Data Repository (https://doi.org/10.18738/T8/3SSYRK; Young et al., 2023b).

How the deposited data were processed for this re-analysis (not part of the article)

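Whole-brain RNA-seq of 15 female sailfin mollies was used, 7 from the female-interaction and 8 from the male-interaction context. The authors trimmed single-end reads, pseudoaligned them with Kallisto to the Ensembl cDNA of P. latipinna and deposited, for each transcript, an estimated count that need not be a whole number. In the same files the authors deposited a TPM value for each transcript, which Kallisto computes from the estimated count and the effective length. Neither value had been scaled between libraries beyond the fixed total of TPM. Social context, preference score, affiliation time, standard length, the number of each female and the module eigengenes were taken from Table S1.

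The authors summed counts by gene with a table that pairs transcripts with genes. No table used here pairs the 31813 transcripts with genes or gene names, so all results are at the level of transcripts. For this reason genes named in the paper, gene ontology terms and marker lists were not analysed here, and reads shared between transcripts of a gene or between paralogs were not resolved beyond what Kallisto does. Of Tables S2 and S3 only a part was at hand, and no overlap with them was tested.

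Transcripts with a TPM above 2 in 3 or more females were kept, 21671 in all, and 10142 were dropped. Estimated counts were rounded. Totals and their medians per context are given with the results, and no pair of libraries was close enough to be the same library, with a chi-square per degree of freedom of 10.04 or more for every pair. The analyses used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1.

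The main test was voom and limma with TMM factors, with the models of the paper for context, preference within context and affiliation within context, over all 15 females. The paper calls genes on an unadjusted p-value and an empirical false discovery rate from shuffled labels. Here that rate was taken as the share of 100 shuffles, fewer than the paper used, whose moderated t was at least as large in size, with the context and scores of a female kept together. The paper's text does not say whether TMM factors were used. The difference between the slopes of the 2 contexts was fitted in the same model. The scripts were tested on simulated counts with 200 changed transcripts before they were used. Eigengenes were analyzed with the linear models of the paper, with p-values from 100000 permutations, and WGCNA was not rerun. Contexts were compared in behavior with exact permutation tests.

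Before the deposited data were examined, the tests, the alternatives and a rule for the items to be named were set. The paper's own values for the genes that it names had been seen before this rule was written. The rule named every gene of the paper that could be matched and, for each of 4 tests, the 2 called items with the smallest p-value in each direction. Since no gene could be matched and the identifiers carry no names, only the 4 transcripts of the male-interaction preference test are printed. The alternatives were the call rule, edgeR, DESeq2, the library scaling, filters on low counts, log2(TPM + 1) and log2(TPM + 0.1) with limma, counts that were not rounded, sample quality weights, ranks of the preference score, standard length or library size as a term, independent shuffling of context and scores, membership thresholds of 0.7 and 0.9, each context alone and each female left out. The number group (females 1 to 8 against 9 to 19) and the female's number as terms were added after the data were seen.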

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

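The relation between total counts and the number of transcripts near 0 and the tests against counting error were chosen only after the results were seen, and the other tests of this part were set earlier.

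Female 8 of the female-interaction context had 10555933 estimated counts, and the next highest of the 7 females of that context had 6742415. The gap between them was 0.726 of the range of the context, more than Dixon's critical value for 7 samples. At the unadjusted p-value in limma the count for female-interaction preference was 1385 with all females, 1545 with log2 library size in the model and 1718 without female 8, and that for context 582, 610 and 756. Both counts rose, so this library did not produce them, and whether its depth or something else about this female lowered them stays open. No biological explanation was tested for the depth of this library.

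A module eigengene of 1 female stood far from those of the other females of its context in 11 of 50 combinations of module and context, where about 2.5 would do so by chance. The cases in the female-interaction context were the lightyellow module in female 17 (-0.91), the midnightblue (-0.927) and darkgrey (-0.639) modules in female 9 and the lightcyan module in female 19 (-0.886). Those in the male-interaction context were the purple module in female 12 (-0.943), the salmon (-0.943) and orange (-0.669) modules in female 11, the tan (-0.361) and midnightblue (-0.034) modules in female 10 and the cyan (-0.943) and darkgrey (-0.632) modules in female 13. All 11 cases are in females numbered 9 or higher. These eigengenes are the paper's values from Table S1. In 6 modules more than 50% of the squared eigengene came from a single female, from 78.5% for lightcyan to 89% for salmon. In the transcripts with high membership in these modules, the median log2 difference of that female from the median of the others ran from -4.72 for salmon to -1.47 for lightyellow, and its direction follows from the sign of the eigengene. Library depth was weighed as a technical source for these modules. It does not account for them as counting error, since in 527 of the 716 transcripts of high membership on the low side its count lay below what counting error allows at its depth, given the median share in the others and corrected for all counts tested. Females 4 and 6, with the lowest totals (3424641 and 4312062), set no such module. A division of reads between similar transcripts by the pseudoalignment could not be examined without a pairing of transcripts and genes, and stays open. A test for tissue other than brain was planned but not run, because it needs gene names. No biological explanation was tested.

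A related pattern appears in the transcripts themselves. The number of transcripts with an estimated count under 1 in a female and a median of 50 or more in the others ran from 27 in female 8 to 184 in female 9, and both limits were set after these counts were looked at. Its median was 88.5 in females 1 to 8 and 133 in females 9 to 19. The number fell with the total estimated count over the 15 females (rho = -0.646, permutation p = 0.0117, r = -0.592, permutation p = 0.0192). This relation is consistent with library depth as part of the cause, although r was -0.41 without the 2 females farthest from the median total. The female with the lowest total, female 4 with 3424641 counts, had 129 such transcripts, fewer than females 2, 9, 11, 12 and 13 with more counts. The values near 0 themselves lay below what counting error at the depth of the female allows in 1590 of 1590 cases. This follows from the limits that selected them, a count under 1 against a median of 50 or more. It is therefore not a separate test of depth, and what set the values to 0 remains open.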

How the results depend on the processing

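The alternatives with the number group or the female's number as a term were chosen after the data were seen, and the other alternatives were set earlier.

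The counts of called transcripts rest on both an unadjusted p-value and 100 shuffles of the labels, whereas most alternatives used the unadjusted p-value alone and give larger counts partly for that reason. On the unadjusted p-value alone, counts were within 1.5 times of the reported ones for context (582), male-interaction preference (2575), female-interaction preference (1385), preference in either context (3568), mate preference (2203) and affiliation (2553). For context the number of alternatives within 1.5 times was 11 of 18, for male-interaction preference 11 of 19, for female-interaction preference 7 of 19, for preference in either context 12 of 19, for mate preference 12 of 19 and for affiliation 12 of 18, not counting females left out. These tallies use the reported counts and so mix the 2 call rules. For female-interaction preference (927 reported), edgeR (1402) counted as outside and the number group (646) as within. Against 1385, the count on the unadjusted p-value, edgeR is close and the number group is far lower.

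Benjamini-Hochberg adjustment left the fewest transcripts. In limma it left 0 for context, 1 for male-interaction, 0 for female-interaction and 1 for either preference, 1 for mate preference and 1 for affiliation. In edgeR it left 0, 4, 0, 4, 4 and 0, and in DESeq2 1, 272, 66, 329, 263 and 45, in the same order. Testing every transcript with a count in any female (29173 transcripts) gave 945, 3211, 1897, 4628, 2765 and 3545 at the unadjusted p-value. More transcripts were tested there than the 21671 of the main test, but whether this gives all of the rise was not examined. Sample quality weights gave 3191 for male-interaction, 1705 for female-interaction and 4386 for either preference. The female-interaction preference count also moved to 1402 with edgeR, 1628 with DESeq2, 1477 with log2(TPM + 1), 1456 with log2(TPM + 0.1), 1545 with library size as a term and 2103 with ranks of the preference score, and the affiliation count to 3050 and 3093 with log2(TPM + 1) and log2(TPM + 0.1). Without the shuffle share these last changes are smaller, since limma gave 1385 and 2553 at the same threshold. The cause of the other changes was not tested.

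Compared with the unadjusted p-value alone, standard length, the number group and the female's number as terms moved context up and preference down, while log2 library size moved male-interaction and either preference up, to 2644 and 3709. Standard length gave 734 for context, 1263 for male-interaction preference and 1127 for mate preference. The number group gave 811 for context, 1100 for male-interaction preference, 1640 for either preference and 999 for mate preference, and the female's number gave 778, 1161, 1534 and 1081, with 453 for female-interaction preference.

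With each female left out in turn, counts at the unadjusted p-value ranged from 529 to 756 for context, 1803 to 2755 for male-interaction preference, 957 to 1718 for female-interaction preference, 2917 to 3969 for either preference, 1509 to 2355 for mate preference and 2244 to 2842 for affiliation. The context count of 756 came without female 8. The female-interaction preference count was 1385 with all females at this threshold. It fell most without females 17 (957) and 2 (1032) and rose most without female 8 (1718). It was more than 1.5 times the reported 927, which also rests on the shuffle share, without females 1 (1413), 3 (1421), 7 (1472), 8 and 10 (1416). The share of mate preference transcripts whose affiliation slope has the opposite sign ranged from 68.2% to 98.1%, and the count for the slope difference from 586 to 767. The slope difference left 0 transcripts after adjustment in limma with all females, with each female left out and with the number group, and 0 in edgeR.

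Module membership gave 1330, 1462 and 1175 transcripts for the black, blue and greenyellow modules at a threshold of 0.7 and 40, 53 and 21 at 0.9, as follows from the threshold itself, and the refined set held 892 and 63. The refined set held 130 transcripts with standard length and 35 with the number group in the model of the slopes. The t of preference for the black, blue and greenyellow eigengenes, compared at the adjusted p-value of the linear model, lost its call with standard length (2.45, 2.87 and -2.81), with the number group (0.70, 1.14 and -1.13), in the female-interaction context alone (1.28, 2.78 and -1.57) and in the male-interaction context alone (4.60, 2.75 and -4.07), where fewer females enter. With each female left out in turn t ranged from 2.83 to 3.93 for black, 2.97 to 4.85 for blue and -4.72 to -3.21 for greenyellow, and the adjusted call held in 3, 3 and 2 of the 15 cases. It held for black without females 1, 8 and 17, for blue without females 1, 8 and 10 and for greenyellow without females 1 and 8. Each of these alternatives kept the sign.

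The slopes of the 4 named transcripts kept their sign and an unadjusted p-value below 0.05 in all settings run, which were edgeR, DESeq2, no TMM factors, log2(TPM + 1), standard length, the number group and each female left out. Adjusted p-values of these slopes were not compared across all of them. At totals of 3424641 to 10555933 counts per female, simulated changes of 2 (log2) between contexts in 200 of 21671 transcripts passed the adjusted p-value in 86% of cases, and what depth allows for smaller changes was not simulated. No paired analysis was possible because each female was tested in a single context.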

Differences from the paper's values

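Of 29 values of the paper compared that rest on counts, 28 were within 1.5 times of the values found here, although the paper counts genes and the values here count transcripts. Another 9 values, which are t values of eigengenes, medians of scores and U values of rank tests, were computed from the paper's own Table S1, so that their closeness was fixed beforehand. The exception among the 29 is the set with a positive slope in the male-interaction context and a negative slope in the female-interaction context (Figure 2d, blue (iii)), where the paper's value is 1 gene and 5 transcripts were found. This set was not counted with ranks of the preference score. Under each of the other alternatives set before the data were examined that give this count, it was more than 1.5 times the paper's or 0. It was 0 after Benjamini-Hochberg adjustment in limma, edgeR and DESeq2, and otherwise between 2 and 22. Some counts that the paper writes only in words were not among the 29. The limit of 1.5 times is wide: 617 genes against 888 transcripts in group ii lay within it. Without TMM factors group ii held 745. The positive female-interaction set then held 618, against 643 genes in the paper and 508 with TMM. The totals for preference (2855) and affiliation (2044) without TMM lay farther from the paper's 2673 and 1937.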

Other observations

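The tests of the number groups, including those of depth, body size, preference score and transcript length for them, were chosen after their result was seen, and the tests of chance, body size, library depth, transcript length, fish number and a single female for the preference and affiliation results were set earlier.

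Whether chance can be excluded was examined by shuffling the labels of the females, with 100 shuffles and the real labels making 101 sets. For male-interaction preference 3 of the 101 sets gave at least as many transcripts at the unadjusted p-value in limma as the real labels (2575). The median over the shuffles was 988.5. This share is below 0.05, but it was not corrected for the other counts tested in the same way. Chance is therefore less likely for this count, but not excluded. For female-interaction preference the number of such sets was 32 of 101 (median 1088.5), for affiliation 16 of 101 (median 1900.5) and for context 90 of 101 (median 956). Chance cannot be excluded for these counts.

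The expression of the females split by their number in Table S1. With 4976 transcripts at the unadjusted p-value and 1588 after adjustment, the split after female 8 stood apart. Among 101 splits with the same sizes within each context, only 1, the real one, reached its adjusted count, and the highest other gave 31. The point of the split had been chosen from the first principal component, so this count overstates the evidence. Split after females 4, 5, 6, 7 and 9, the adjusted counts were 187, 564, 886, 597 and 278, and they lay between 0 and 7 for splits after females 3, 10, 11 and 12. Library depth does not account for the split, since the number of the female had an r of -0.0813 with the total counts, and 1275 transcripts passed the adjusted threshold with log2 library size in the model, 1224 of them among the 1588. Body size alone does not account for it, since with both terms in one model 2914 transcripts followed the number group and 891 standard length at the unadjusted p-value, although the adjusted count fell to 126. The preference score as recorded does not account for all of it either, since with the number group and the preference slopes in one model 2907 transcripts followed the number group, 1100 preference in the male-interaction and 646 in the female-interaction context at the unadjusted p-value, and 50, 0 and 1 after adjustment. With ranks of the score 2843 transcripts followed the number group and 38 after adjustment. Among the 101 splits, only the real one reached its count at the unadjusted p-value in the model with standard length (highest other 2663) and in the model with preference (highest other 2596). The fall from 1588 to 50 after adjustment leaves open how much of the split goes with preference. Transcript length does not either, since the moderated t had a Spearman correlation of -0.0886 with length across transcripts, and 40 of 101 splits had one as large in size. Within the male-interaction context alone 122 transcripts passed the adjusted threshold and within the female-interaction context 1. What the numbers stand for is not given in the sources used here, and neither is the lane of each library, so a batch effect, an order of trials and a difference in the fish themselves all stay open. Exchanging females 6 and 10, whose scores of 0.762 and 0.763 are nearly equal, gave 3814 transcripts at the unadjusted p-value but only 1 after adjustment, which decides nothing here.

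A candidate explanation for the number of male-interaction preference transcripts is the number group. Once the number group was in the model, 1100 transcripts passed the unadjusted p-value for male-interaction and 646 for female-interaction preference, against 2575 and 1385 without it, where 1084 is 5% of the transcripts. Shuffles of the preference scores within context and number group keep high and low scores apart, so that they cannot separate preference from the number group (48 and 65 of 101 sets gave at least as many transcripts as the real scores). Fish number in place of the preference score gave 3398 transcripts at the unadjusted p-value in the male-interaction context, 104 of them after adjustment, against 1 after adjustment for the preference score. Of the 2022 transcripts called for male-interaction preference, 1273 also differed between the number groups at the unadjusted p-value and 588 after adjustment. These results are consistent with a factor that goes with the number of the fish, and none of them singles out preference. Since the scores fell with the number, an effect of preference on part of these transcripts stays open, although in the fits with the number group about 5% of the transcripts or fewer followed preference, and after adjustment 0 in the male-interaction and 1 in the female-interaction context. Body size also remains a candidate, because with standard length in the model the count fell to 1263, with 875 of the 2022 transcripts among them, and standard length in place of preference gave 2449. Library depth does not account for the count, since total counts had an r of -0.00305 with the preference score in that context, which also left the count with log2 library size in the model little room to change (2644), and transcript length does not, with a Spearman correlation of 0.101 across transcripts that 25 of 101 shuffles equalled or exceeded in size. For female-interaction preference, the female with a score of 1 was not the one whose removal lowered the count of 1385 most. The count was 1032 without this female, below the 1084 that make up 5% of the transcripts. It was lower still, at 957, without female 17, which had the lowest score. This argues against the female with a score of 1 alone carrying the count, and how much of it either female carried stays open.

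The opposite signs of the preference and affiliation slopes among male-interaction preference transcripts may follow in part from the scores themselves, which had an r of -0.327 in that context, although it was 0.0454 without the 2 females farthest from the median preference score. When the pairs of scores were shuffled together over the females, the median share of opposite signs was 81.5%, with a range of 52% to 95.5%, against 92.1% with the real labels. The real share lies inside that range, but only 4 of the 101 sets, the real one included, reached it. The relation of the scores thus accounts for a high share, and whether it accounts for all of the share stays open.

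The difference between contexts in the preference slope was tested for all 21671 transcripts. At the unadjusted p-value 665 passed in limma, fewer than the 1084 that make up 5% of the transcripts, and after adjustment 0 passed in limma and 0 in edgeR (727 at the unadjusted p-value). The difference was also counted with the number group in the model and with each female left out, again with 0 after adjustment. None of these settings shows transcripts whose relation to preference differs between mate choice and shoaling partner choice. It was not counted with DESeq2, which left more preference slopes after adjustment, or with the other alternatives. The size of a difference that the test could have shown was not simulated.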
